# MCHM Acts as a Hydrotrope, Altering the Balance of Metals in Yeast

**DOI:** 10.1007/s12011-019-01850-z

**Published:** 2019-08-07

**Authors:** Amaury Pupo, Michael C. Ayers, Zachary N. Sherman, Rachel J. Vance, Jonathan R. Cumming, Jennifer E. G. Gallagher

**Keywords:** Hydrotrope, MCHM, Zinc, Iron, Mitochondria, Zrt1, Yke4, Petite, Ionome, Yeast

## Abstract

While drugs and other industrial chemicals are routinely studied to assess risks, many widely used chemicals have not been thoroughly evaluated. One such chemical, 4-methylcyclohexane methanol (MCHM), is an industrial coal-cleaning chemical that contaminated the drinking water supply in Charleston, WV, USA in 2014. While a wide range of ailments was reported following the spill, little is known about the molecular effects of MCHM exposure. We used the yeast model to explore the impacts of MCHM on cellular function. Exposure to MCHM dramatically altered the yeast transcriptome and the balance of metals in yeast. Underlying genetic variation in the response to MCHM, transcriptomics and, mutant analysis uncovered the role of the metal transporters, Arn2 and Yke4, to MCHM response. Expression of Arn2, which is involved in iron uptake, was lower in MCHM-tolerant yeast and loss of Arn2 further increased MCHM tolerance. Genetic variation within Yke4, an ER zinc transporter, also mediated response to MCHM, and loss of Yke4 decreased MCHM tolerance. The addition of zinc to MCHM-sensitive yeast rescued growth inhibition. In vitro assays demonstrated that MCHM acted as a hydrotrope and prevented protein interactions, while zinc induced the aggregation of proteins. We hypothesized that MCHM altered the structures of extracellular domains of proteins, and the addition of zinc stabilized the structure to maintain metal homeostasis in yeast exposed to MCHM.

**Electronic supplementary material:**

The online version of this article (10.1007/s12011-019-01850-z) contains supplementary material, which is available to authorized users.

## Background

The potential for significant human exposure to toxic substances is increasing as thousands of chemicals in routine use have had little safety testing [1–3]. 4-Methylcyclohexane methanol (MCHM) is alicyclic primary alcohol used as a cleaning agent in the coal industry. Although health and safety information for this compound is limited, its widespread use in the coal-producing regions of the USA represents a potential hazard to humans and ecosystems. In January 2014, a large quantity of MCHM was spilled into the Elk River in West Virginia, USA and contaminated the drinking water supply of 300,000 people, exposing them to unknown health risks [4]. People exposed to MCHM through the contaminated drinking water reported a variety of significant ill effects [5].

MCHM is not easily degraded biologically because of its low reactivity [6]. In contrast to other well-studied hydrocarbons, such as cyclohexane and benzene, the effects of MCHM on metabolism are under studied [7]. Yeast strains exposed to MCHM exhibited increased expression of proteins associated with the membrane, cell wall, and cell structure functions, while MCHM metabolites mainly induced proteins related to antioxidant activity and oxidoreductase activity [3]. With human A549 cells, MCHM mainly induced DNA damage-related biomarkers, which indicates that MCHM is related to genotoxicity due to its DNA damage effect on human cells [3].

Yeast provides an ideal model system to understand the interplay between metabolic pathways involved in the transport, toxicity, and detoxification of MCHM. Further, the use of yeast strains with mutations in various metabolic pathways allows direct evaluation of targeted pathways on the fate and toxicity of MCHM in cells. “Petite yeast,” strains with mutations that disrupt the electron transport chain that produces ATP in the mitochondria, grow more slowly and have smaller cell size than “grande yeast” (wild type). Because these yeast mutants can generate sufficient energy through glycolysis, these are not lethal mutations, but provide a slow-growing strains to evaluate the metabolic rate and stress response. In addition to their roles in energy transformations, mitochondria are central for the synthesis of amino acids, nucleotides, and heme and Fe-S cluster proteins. Thus, such yeast strains are ideal models to assess the role of mitochondrial function in response to stress.

Petite yeast has different tolerances to chemicals, which may be related to the production of reactive oxygen species (ROS) and mitochondrial function. For example, petite yeast are more tolerant to 4-nitroquinoline 1-oxide (4NQO) than grande yeast when grown on non-fermentative carbon sources that favor respiration [8, 9]. 4NQO is metabolized to the active form only in cells with functional mitochondria and petite yeast, without mitochondria and favoring fermentation, are more resistant than wild-type yeast. However, petite yeast have higher levels of endogenous ROS and are sensitive to compounds that also generate ROS [10], such as MCHM. Petite yeast are additionally more sensitive to H_2_O_2_ [10, 11] but more resistant to copper [12]. Sod1 is the main dismutase that neutralizes ROS in the cytoplasm and the mitochondria, and mitochondrial Sod2 also neutralizes ROS. Thus, the petite yeast-grande yeast pair represents an ideal system to evaluate the role of ROS systems, metal homeostasis, and MCHM toxicity.

The hydrophobicity of MCHM alters the membrane dynamics, which changes how cells can respond to the environment, including the import and subcellular localization of metals. Metal homeostasis is critical in that metals, such as iron (Fe) and zinc (Zn), play important roles in metabolism as co-factors for enzymes and other proteins, yet, if in excess, induce broad lesions to cell biology through the generation of ROS and by binding to a variety of biomolecules [13]. The coordinated activity of metal uptake and sequestration transporters function to maintain metals at optimal levels (Fig. 1). For example, there are two Zn transporters located on the cell membrane of yeast. Zrt1 is the high-affinity transporter that transports Zn when extracellular levels are low [15] and Zrt2 the low-affinity transporter [16]. Zrt3 transports Zn from storage in the vacuole to the cytoplasm when needed [17] while Zrc1, the Zn/H^+^ antiporter, and its paralog Cot1 [17, 18] transport Zn into the vacuole from the cytoplasm. Izh1 and its paralog Izh4 are both involved in Zn homeostasis, by altering membrane sterol content or by directly altering cellular Zn levels [19, 20].

**Fig. 1:**
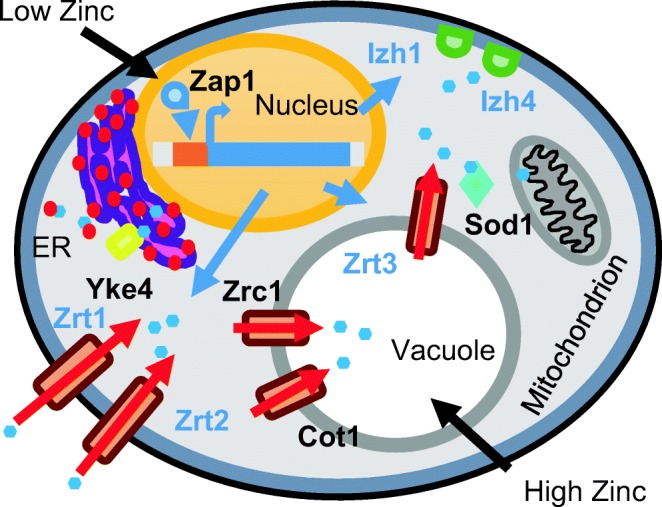
Schematic of yeast cellular response to varying levels of zinc. Under low intracellular zinc levels, Zap1 induces expression of zinc uptake genes. Zrt1, the high-affinity, and Zrt2 the low-affinity transmembrane zinc transporters are localized in the cell membrane. Izh1 and Izh4 localize to the cytoplasmic side of the cell membrane and regulate zinc homeostasis. Excess zinc (blue hexagons) is stored in the vacuole and transported in by Zrc1 and Cot1. Excess zinc stored in the vacuole, and when needed, Zrt3 transports zinc to the cytoplasm. In addition to the vacuole, the ribosome (red circles) bind 20% of total cellular zinc [14]. Yke4 is the transmembrane transporter at the ER (pink and purple) that transports zinc in both directions. Sod1 is the copper-zinc super oxygen dismutase that is both cytoplasmic and localizes to the inner mitochondrial membrane

In the current study, we evaluated the impacts of MCHM on petite and grande yeast strains, focusing on metal ion homeostasis and divergent respiratory pathways in these strains as potential mechanisms of MCHM sensitivity. We integrate transcriptomics, ionomics, and QTL to identify Fe and Zn homeostasis as central to MCHM toxicity and suggest that loss of metal homeostasis underlies ROS damage and MCHM toxicity. While the MCHM has low solubility in aqueous solutions, we propose that MCHM acts as a hydrotrope, altering membrane dynamics and changing how cells responded to nutrients, including import and subcellular localization of metals via transmembrane ion transporters.

## Experimental Procedures

### Yeast Strains and Media

S96 petite yeast were previously generated from S96 (MATa *lys5*) with a 6-h incubation with ethidium bromide. The petite phenotype was validated by failure to grow on glycerol and loss of *COX2* from the mitochondrial genome [9]. Yeast knockout strains were previously generated in the BY4741 background [21]. The entire coding regions of *YKE4* were knocked out with hygromycin resistance marker in S96 and YJM789 [22]. S96-derived strains were grown in minimal media supplemented with lysine, while BY4741 strains grown in minimal media were supplemented with histidine, methionine, uracil, and leucine. S96 and BY4741 are considered in the S288c genetic background while YJM789 is a clinical isolate [23]. Crude MCHM was provided directly from Eastman Chemical.

### QTL Analysis

Isolates of the recombinant haploid collection between S96 and YJM789 [24] were utilized to perform a QTL for MCHM tolerance. A genetic map was constructed and combined with phenotypes collected by growth curves of the segregants in YPD containing MCHM using a TECAN M200 plate reader. Briefly, cultures of segregants were grown overnight then diluted to 0.1 OD_600_ starting concentrations in 200 μl of YPD and either 0 ppm (0 mM) control or 400 ppm (2.8 mM) MCHM. Each segregant was grown in biological triplicate for both control and MCHM treatments in 96-well plates. Both parent strains were grown on every plate to normalize plate-to-plate variation. Plates were grown with constant shaking and OD data was collected every 10 min for 24 h. Differences in control and MCHM saturated concentrations from hours 14–19 of the growth curves were averaged into a single data point to serve as the phenotype for each segregant.

The S96 × YJM789 segregant collection used for genetic analysis contains 126 segregants genotyped at 55,958 SNPs identified by physical location. To perform the QTL analysis as previously described [25, 26], the genetic map was estimated for use in place of the existing physical map. Computational efficiency was also improved by collapsing the 55,958 markers into only 5076 markers. The R/QTL package based this reduction of markers on all markers that did not recombine and segregate within the population, which it collapsed into individual randomly selected markers within the population. The genetic map was created using R version 3.4.3 and the QTL package version 1.41.6. A custom modification of the scripts contained in Karl W. Broman’s genetic map construction guide was used to output the map, specifically utilizing known physical locations to validate that markers were ordered correctly and to identify yeast chromosome order. The qtl package was used to run the QTL analysis with the maximum likelihood EM algorithm method parameter selected to calculate LOD scores at all loci. Significance thresholds of alpha = 0.05 were applied using 1000 permutations to determine the significance of LOD scores.

### Serial Dilution Assays

Yeast were serially diluted onto solid media as previously described [25]. MCHM and ZnSO_4_ were added to media, autoclaved and cooled to 65 °C, which was then poured. Specific experimental conditions varying the concentrations of MCHM, zinc, and yeast strains are outlined in the results.

### Transcriptomics

The RNA-seq of S96 and S96 petite yeast was carried out on hot phenol-extracted RNA [9]. The raw reads from sequencing are from 16 samples GSM2915204 through GSM2915219, including normal and petite cells. “GSE108873_mchm_fC1_count_table_clean.txt.gz” is the count data generated via Rsubread. “GSE108873_mchm_fC1_DESeq_c2.tsv.gz” is the differential expression data generated via DESeq2. The accession number is GSE108873 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108873). GO term analysis was undertaken with clusterProfiler [27], an R package that implements methods to analyze and visualize functional profiles (GO and KEGG) of gene and gene clusters. For this, the ORF names from genes up- or downregulated in each condition were translated to the correspondent Entrez id using the function bitr and the package org.Sc.sgd.db. The resulting gene clusters were processed with the compareCluster function, in mode enrichGO, using org.Sc.sgd.db as database, with Biological Process ontology, cutoffs of *p* value = 0.01 and q value = 0.05, adjusted by “BH” [28]⁠, to generate the corresponding GO profiles, which were then simplified with the function simplify. The simplified profiles were represented as dotplots, providing up to 15 most relevant categories.

### Elemental Analysis

Yeast were grown to mid-log phase in YPD at which time MCHM was added to a final concentration of 550 ppm (3.9 mM). A total of 1.2 × 10^8^ yeast cells were harvested following 0-, 10-, 30-, and 90-min exposure to MCHM. Samples were split and washed, one set twice with water and the other wash once with 10 mM EDTA to remove metals adsorbed to the extracellular matrix. Four biological replicates for each sample were frozen in liquid nitrogen and stored at − 80 °C. Cell pellets were digested in 300 μl of 30% H_2_O_2_ and followed by 700 μl of concentrated nitric acid. Samples were heated to 85 °C until clear. Sample volume was brought up to 10 ml with HPLC-grade water. Digested samples were analyzed in technical triplicate by inductively coupled plasma emission spectrometry (Agilent 5110 ICP, Agilent, Santa Clara, CA, USA) at the following wavelengths for each metal: Ca 393.366, Fe 238.204, Mg 279.553, Na 589.592, P 213.618, and Zn 206.200. Concentrations of elements in digests (mg l^−1^) were normalized to protein levels as determined by Bradford assay.

### Hydrotrope Assay

Hydrotrope assays were carried out as previously described [29], with the following modifications. Eggs were purchased and used within 1 day. Egg whites were separated and diluted 1:6 in 50 mM Tris–HCl pH 7.4. In glass tubes, 3 ml of diluted egg whites were mixed with different concentrations of ATP, MCHM, and zinc sulfate. Samples in the glass tubes were read at 450 nm after 45–60 s of incubation at 60 °C water bath. All treatments were done in 3–4 replicates and averaged together with the standard deviation shown. Statistical differences were determined using a student *t* test.

### Spheroplasting

Spheroplasts of the BY4741 yeast strain were prepared as described [30] with the following modifications. HEPES was used as the buffer and 100 mg 20 T zymolase was added per OD unit (OD_600_ multiplied by the volume of culture); spheroplasts were incubated for 1 h at 30 °C. In a 96-well plate, 5 replicates of each treatment were recorded: empty well, spheroplast media only, no treatment, 0.1% SDS, 0.5% sterile distilled water, 10 mM sorbitol, 1 mM ATP, 10 mM NaXS, 10 μM ZnSO_4_, 550–1000 ppm (3.9 to 7.1 mM) MCHM. Using a spectrophotometer, the absorbance at 600 nm was recorded every for 15 h at room temperature.

### Microscopy

Yeast with proteins tagged at the N-terminus with mCherry under the *TEF2* promoter [31] were grown to log phase and then split into eight different cultures (four for treated and four for untreated). Once in log phase, samples were treated with 550 ppm (3.6 mM) MCHM for 30 min followed by a 20-min incubation time of 25 μM calcofluor white (Biotium catalog number 29067) on a shaker in a dark room. Then, 30 μl of each sample was placed onto a microscope slide pretreated with 40 μL of 250 μg/ ml concanavalin A via pipette and let sit under a hood for 30 min to dry. The coverslip was placed on top and nail polish around the edges to hold coverslip in place. Cells were imaged on Nikon A1R confocal microscope using a FITC Laser and DAPI laser. Quantitative analysis of pixel intensity to measure the change in expression of the proteins of interest after exposure to MCHM was done with ImageJ on 17–20 cells for each condition. The signal was normalized to untreated yeast, and statistical differences were determined using a student *t* test.

## Results

Petite yeast have different responses to chemicals because the metabolism of the yeast is shifted away from respiration. Indeed, compared to wild-type (grande) yeast, petite yeast were more sensitive to MCHM (Fig. 2). Growth inhibition of petite yeast was affected at 125 ppm MCHM while the growth of wild-type yeast was only affected at 500 ppm MCHM. Yeast have higher tolerances to MCHM when grown in minimal media (YM); however, petite yeast grew less on YM in general (Fig. 2).

**Fig. 2:**
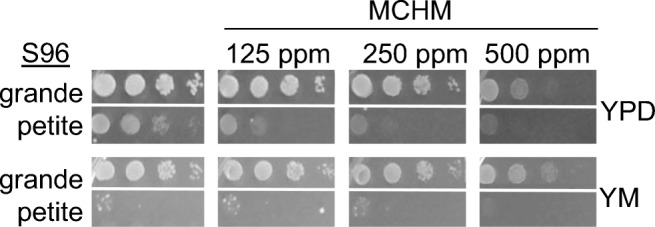
Serial dilution of wild-type S96 and petite yeast in increasing concentration of MCHM in rich (YPD) and minimal (YM) media. Plates were incubated at 30 °C for 3 days and then photographed

To assess the transcriptional response of petite yeast to MCHM, yeast were grown in both YPD and YM and then treated for 90 min with 550 ppm MCHM. 

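RNA was sequenced from 8 groups of 2 cultures each, grande (S96) and petite yeast in YPD and in YM, without MCHM and with 550 ppm MCHM. The exposure is given as 90 min in the paper and as 2.5 h in the sample labels. The authors counted read pairs from unstranded libraries on each gene with Rsubread and deposited the counts of 6717 genes in 16 libraries, without normalization. The build and annotation behind the counts are not named in the paper's text, and 6025 of the gene identifiers had a symbol in the R64 annotation. The deposited counts added up to between 2015485 and 5694566 per library, with a median of 3662481. In grande yeast, the 2 libraries held 2015485 and 3832189 counts in YPD, 2957058 and 3693961 in YPD with MCHM, 2854748 and 3499724 in YM, and 4062540 and 4527700 in YM with MCHM. In petite yeast, they held 2239640 and 4082636 in YPD, 3379594 and 4050448 in YPD with MCHM, 3631001 and 4012646 in YM, and 3310896 and 5694566 in YM with MCHM. Genes encoded by the mitochondrial genome, which petite yeast lack, were used to check the strain of each library. They had 0 counts in each of the 8 petite libraries and between 0 and 12 counts in the grande libraries. The largest count, 12, was 0.000406% of a grande library in YPD with MCHM (exact Clopper-Pearson 95% interval 0.000210% to 0.000709%), and the other library of that group had 0 counts. The smallest share that 3 counts can show was between 5.27e-05% and 0.000149% of a library. These intervals and floors cover counting error only. For the comparisons, the counts were scaled with edgeR's TMM method, and 5856 genes passed its filter on low counts. One fit with a mean for each group took the spread between replicates from all 16 libraries, which gave a common biological coefficient of variation of 29.5%. A gene was counted as differentially expressed when it changed at least 2-fold with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values per library are given as normalized CPM, and a standard deviation (SD) is over the 2 libraries of a group.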

A total of 949 genes were differentially regulated across strains and conditions (Supplemental Table 1). 

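Across the 8 comparisons between strains or with MCHM, 1232 of the 5856 genes were differentially expressed in at least 1 comparison and 754 in exactly 1. The largest numbers were 624 genes between untreated petite and grande yeast in YM and 546 genes with MCHM in petite yeast in YPD. With each comparison fitted on its own 4 libraries, which moved this total most, 450 genes were differentially expressed. The cultures carry numbers in the deposited table that fall into a lower and a higher series, and 1 replicate of every group comes from each series. Replicates of different groups deviated together by series, with a median correlation across genes of 0.46 over the 28 pairs of groups. With the series added to the fit as a replicate block, a choice made after the column names were seen, 1833 genes were differentially expressed. In the authors' deposited DESeq2 table, 1451 genes meet the same threshold in at least 1 of the 8 comparisons. Its log2 values are mostly smaller in size than those here, so the 2-fold bound is stricter on them.

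**Figure D1:**
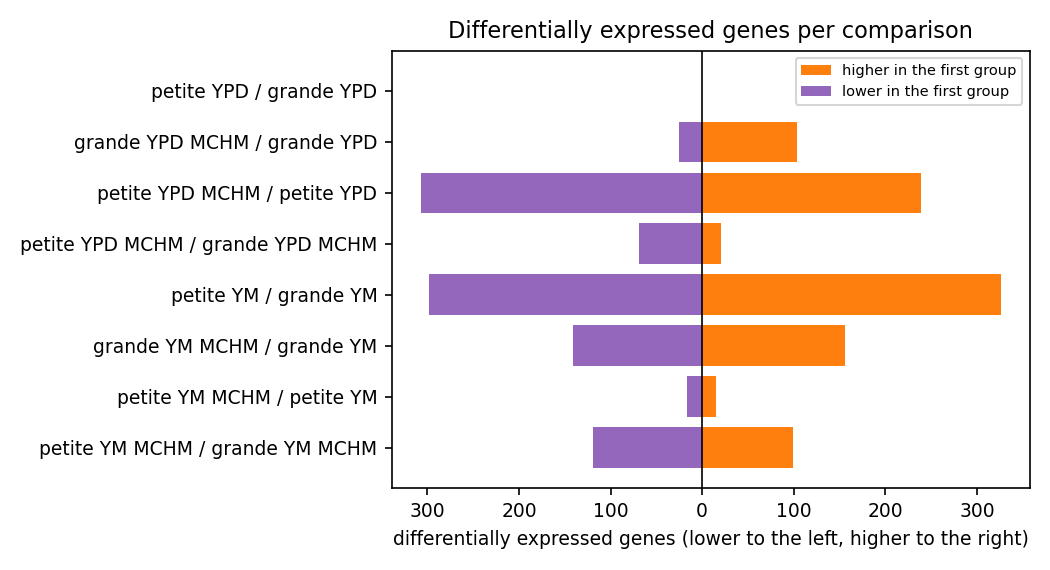
Numbers of differentially expressed genes in each comparison (5856 genes tested, 2 libraries per group). Genes at higher expression lie to the right of the zero line and genes at lower expression to its left. Petite against grande yeast in YM, with 326 genes higher and 298 lower, has the longest bar to the right. To the left that comparison is second, after the 307 genes lower with MCHM in petite yeast in YPD.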

Gene expression levels between petite and isogenic grande yeast were similar when grown in YPD media (only six up-regulated genes: cell wall components and iron transporters, and one downregulated gene: putative mitochondrial protein, Fig. 3a), but they were clearly different when grown in YM (131 up and 117 downregulated genes, Supplemental Fig. 1A, Supplemental Table 1). 

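In YPD, 0 of the 5856 genes were differentially expressed between petite and grande yeast by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 84 genes changed at least 2-fold with an unadjusted p under 0.05. The cell wall gene DAN1 (YJR150C) had 15.2 and 105 CPM in the petite libraries and 1.84 and 1.58 CPM in the grande libraries, a log2 fold change of 5.14 (standard error 0.965, adjusted p = 0.35 from the same test). TIR4 (YOR009W), another cell wall gene, had a log2 fold change of 2.29 (standard error 0.628, adjusted p = 0.89). DPI8 (YJL133C-A) was lower in petite yeast, with a log2 fold change of -3.78 (standard error 0.979, adjusted p = 0.85). Leaving out each library in turn gave values from 3.15 to 5.93 for DAN1, 0.85 to 2.99 for TIR4 and -4.70 to -1.45 for DPI8. Over the list of 70 genes that the paper names, which includes the paper's own calls on these data, the adjusted p was 0.012 for DAN1 and 0.042 for both TIR4 and DPI8. DESeq2's Wald test, the alternative that moved the number most, gave 7 genes, 5 higher and 2 lower in petite yeast. In YM, 624 genes were differentially expressed between the strains, 326 higher and 298 lower in petite yeast. Among the largest changes were PHO89 (log2 fold change 6.90, standard error 0.876, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), DAL4 (5.56, standard error 0.629, adjusted p = 9.8e-04) and SPG4 (5.35, standard error 0.983, adjusted p = 0.0072). With library size alone in place of TMM, 521 genes were higher and 174 lower, and the median log2 fold change of all tested genes moved by 0.26. Without a filter on low counts, 274 genes were higher and 362 lower. Same-series replicates of petite and grande yeast deviated together, with a correlation across genes of 0.74 in YPD and 0.58 in YM. With the series as a replicate block, 1 gene was differentially expressed in YPD and 869 in YM. With only the groups compared in the fit, 8 genes were differentially expressed in YM, 7 higher and 1 lower. Over their alternatives, the highest adjusted p in YM was 0.057 for PHO89, 0.049 for DAL4 and 0.069 for SPG4. A test of the difference itself, the petite against grande change in YM less that in YPD, found 31 genes, 21 of them higher and 10 lower.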

In YM, petite yeast exhibited downregulated cell wall component genes, and there were also significant changes on small-molecule metabolism-related genes (Supp. Figure 1A, 2 and 3, Supplemental. 

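The GO terms behind these statements are not in the files, so lists of genes written by hand from their symbols before the data were examined stand for the functions. The median log2 fold change between petite and grande yeast in YM was -1.34 over 49 cell wall genes, of which 40 were lower in petite yeast and 20 were differentially expressed. The spread between replicates of the list's median log2 CPM was 0.196 (SD, both groups combined), which is not the spread of the median log2 fold change. Leaving out each library in turn kept the median log2 fold change between -1.49 and -1.18. The list stood apart from the other genes by limma's camera test (adjusted p = 5.2e-12 over 37 tests of a list in a comparison). With the series as a replicate block, the median was -1.33. That test presets the correlation between genes of a list at 0.01. With the correlation estimated from the data, the alternative that moved these tests most, the adjusted p for the cell wall list was 0.14, within a range of 7.7e-16 to 0.14 over its 7 alternatives. With that estimate, 1 of the 37 tests stayed under 0.05, that of ribosomal protein genes between petite and grande yeast in YPD with MCHM (0.0493).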

Table 1). MCHM treatment elicited the upregulation of genes involved in small molecule and sulfur compound biosynthesis, among others, in both petite and grande yeast, while the regulation of other genes differed between strains and depended on the media. For example, genes related to nucleotide and nucleoside metabolism were upregulated in the petite strain treated with MCHM only when grown in YM (Fig. 3, Supplemental Figs. 1 and 2, Supplemental Table 1). Genes downregulated due to MCHM treatment also depended on the media (Fig. 3, Supplemental Figs. 1 and 3, Supplemental Table 1). Among the genes with variable expression due to MCHM treatment and/or the use of petite vs. grande yeast were several involved in zinc homeostasis (*COT1*, *IZH1*, *IZH2* and *IZH4*, *ZRT1*, and *ZRT2*) and iron homeostasis (*ARN1 ARN2*, *ENB1*, *FIT1*, *FIT2*, *FIT3*, *FTR1*, *GGC1*, and *SIT1*) (Fig. 3, Supplemental Fig. 1 and Supplemental Tables 2 and 3).

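With MCHM, 128 genes were differentially expressed in grande yeast in YPD (103 higher, 25 lower), 546 in petite yeast in YPD (239 higher, 307 lower), 297 in grande yeast in YM (156 higher, 141 lower) and 32 in petite yeast in YM (15 higher, 17 lower). Treated and untreated libraries from the same numbered culture deviated together, with correlations across genes of 0.52 and 0.48 in YPD and 0.33 and 0.34 in YM for grande and petite yeast. With only the groups compared in the fit, the numbers of genes were 4, 240, 89 and 9 in the order given first. When the culture was a replicate block, the numbers were 248, 785, 435 and 54. The balance in petite yeast in YPD depends on the setting, with 406 higher and 379 lower with that block, 376 and 325 with DESeq2's Wald test and 274 and 241 without a filter on low counts. In grande yeast in YPD, library size alone gave 86 higher and 57 lower. Over 22 genes of sulfur and methionine biosynthesis, the median log2 fold change with MCHM was 1.92 in grande yeast in YPD, 1.57 in petite yeast in YPD and 1.00 in grande yeast in YM, with adjusted p-values of 3.7e-20, 4.8e-16 and 1.6e-05 from limma's camera test. In petite yeast in YM it was -0.24, with 15 of the 22 genes lower (adjusted p = 0.17). Over 61 genes of amino acid biosynthesis, the medians were 1.26 and 0.79 in grande and petite yeast in YPD, 1.04 in grande yeast in YM and -0.03 in petite yeast in YM. The last of these had an adjusted p of 0.83 and changed its sign under 5 alternatives, to 0.07 with the culture as a replicate block. None of the 3 higher medians of the sulfur list kept an adjusted p under 0.05 with the correlation between genes estimated. SNZ1 in grande yeast in YPD (log2 fold change 5.11, standard error 0.793), STR3 in petite yeast in YPD (4.25, standard error 0.723) and RSB1 in grande yeast in YM (4.97, standard error 0.461) were among the largest increases. A test of the difference between the responses of the strains found 0 genes in YPD, with 175 at an unadjusted p under 0.05 and 2-fold, and 1 gene in YM. These 2 numbers were 0 and 6 with the culture as a replicate block, 1 and 27 with the series as a block and 31 and 65 with DESeq2's Wald test. The 1 gene in YM without a block, AGP1, rose in grande yeast in YM by a log2 fold change of 4.42, and the response of petite yeast less that of grande yeast was -4.95 (standard error 0.665, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).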

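Over 36 genes of purine and pyrimidine nucleotide biosynthesis, listed by hand, the median log2 fold change with MCHM in petite yeast in YM was -0.14, with 12 genes higher and 24 lower. The spread between replicates of the list's median log2 CPM was 0.366 (SD, both groups combined), and the adjusted p was 0.38 from limma's camera test. In petite yeast in YPD the median was 0.09 (adjusted p = 0.76), in grande yeast in YPD it was 0.09 (adjusted p = 0.53), and in grande yeast in YM it was -0.09 (adjusted p = 0.83). None of these 4 medians passed the threshold under any alternative that was run, and the median in grande yeast in YPD changed its sign with library size alone, to -0.04. In the fit with the culture as a replicate block, the median in petite yeast in YM was -0.11. The difference in the MCHM response between YM and YPD had a median of -0.24 over this list in petite yeast (adjusted p = 0.36 over 30 tests of a list in a difference of responses) and -0.05 in grande yeast (adjusted p = 0.39). The genes of the paper's GO terms are not in the files, and the hand-written list need not match them.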

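Of the 25 genes lower with MCHM in grande yeast in YPD and the 141 lower in YM, 3 were lower in both media. In petite yeast, 3 of the 307 genes lower in YPD and the 17 lower in YM were shared. Among the genes differentially expressed with MCHM in at least 1 medium, 321 of 360 in grande yeast and 451 of 565 in petite yeast changed in the same direction in YPD and YM. A test of the difference between the responses in YM and YPD found 27 genes in petite yeast, 6 with a higher and 21 with a lower response in YM. It found 0 genes in grande yeast, with 313 at an unadjusted p under 0.05 and 2-fold. Among the genes that passed in petite yeast and had a mean of at least 50 counts, PUT1 had the largest difference. Its log2 value was -5.23 (standard error 0.551, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and MET6 had one of -3.68 (standard error 0.638, adjusted p = 0.031). With the culture as a replicate block, in which these values were -5.29 and -3.63, the numbers of genes were 108 in petite yeast and 8 in grande yeast. OLE1 fell by 4.65 on the log2 scale with MCHM in petite yeast in YM (standard error 0.540, adjusted p = 0.0020 from the same test). Over 137 genes of ribosomal proteins, the median log2 fold change with MCHM was -1.45 in petite yeast in YPD, where 111 of them were among the 307 lower genes, -0.37 in grande yeast in YPD, -0.34 in grande yeast in YM and -0.30 in petite yeast in YM.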

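COT1 (YOR316C) rose with MCHM in petite yeast in YPD, from 100 and 136 CPM to 247 and 281 CPM, a log2 fold change of 1.16 (standard error 0.235, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In grande yeast in YM its log2 fold change was 0.69 (standard error 0.233, adjusted p = 0.10). The authors' deposited DESeq2 values for COT1 are 0.88 in grande yeast in YPD and 0.77 in petite yeast in YM, both below 2-fold. Deposited log2 values are mostly smaller in size than those here, so a 2-fold bound is stricter on them. IZH2 (YOL002C) fell with MCHM in all 4 comparisons, with log2 fold changes of -1.34 and -1.37 in grande and petite yeast in YPD and -2.35 and -2.22 in YM, and passed the threshold in the last 3. IZH4 (YOL101C) had log2 fold changes of -2.13 and -3.09 in grande and petite yeast in YPD (adjusted p = 0.042 and 0.0043 from the same test) and -2.76 in grande yeast in YM (0.012). IZH1 (YDR492W) had log2 fold changes of -1.38 in grande yeast in YPD, -1.44 in petite yeast in YPD and -1.98 in petite yeast in YM, none of which passed the threshold (adjusted p = 0.12, 0.0500 and 0.080). Among iron genes, GGC1 (YDL198C) rose in grande and petite yeast in YPD by log2 fold changes of 2.33 and 1.76 (adjusted p = 0.040 and 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 1.67 in grande yeast in YM (adjusted p = 0.075). ENB1 (YOL158C) rose in grande yeast by 1.48 in YPD (adjusted p = 0.095) and 1.80 in YM (adjusted p = 0.033). In petite yeast in YM, the authors' deposited DESeq2 values are -0.23 for GGC1 and -0.37 for ENB1. FTR1 (YER145C) fell in grande yeast, from 479 and 682 CPM to 160 and 175 CPM in YPD, a log2 fold change of -1.80 (adjusted p = 0.069), and by a log2 fold change of -2.45 in YM (adjusted p = 0.012). In the fit with the culture as a replicate block, the changes of IZH2 (-1.34), ENB1 and FTR1 (-1.78) in grande yeast in YPD and of GGC1 in grande yeast in YM (1.74) passed the threshold as well, as did those of IZH1 in all 3 groups (-1.32, -1.43 and -1.91).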

**Fig. 3:**
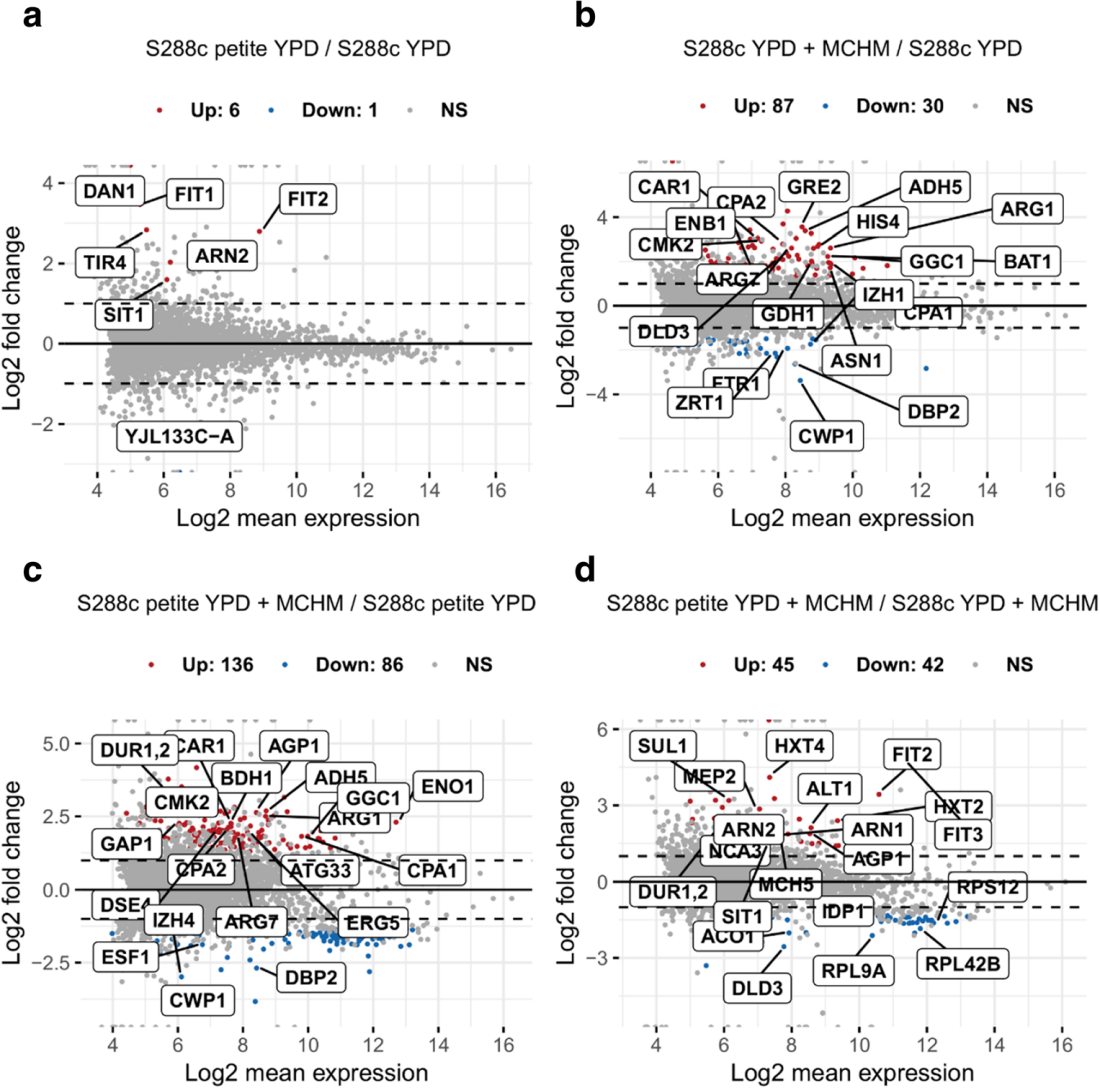
Changes in RNA expression between wild type, petite grown in YPD treated with MCHM. The number of up and downregulated genes is noted on the top of each panel. **a** Scatter plots of log fold 2 comparisons of RNA-seq from grande (S96) and petite (S96ρ) yeast grown in YPD. Significantly upregulated genes are labeled in red and significantly downregulated genes are labeled in blue. **b** Scatter plots of log fold 2 comparisons of RNA-seq grande yeast grown in YPD and with 550 ppm MCHM. **c** Scatter plots of log fold 2 comparisons of RNA-seq from petite yeast grown in YPD and with MCHM. **d** Scatter plots of log fold 2 comparisons of RNA-seq from S96 and S96 yeast grown in YPD and with MCHM

**Table 1:** Ionomic profiles (μg/mg protein) of wild-type (S96) and petite yeast strains were grown for 90 min in MCHM

Element	Wild type	Petite
P*	104.4 ± 7.5	65.8 ± 2.2
K*	19.0 ± 0.45	12.3 ± 0.32
Ca	0.554 ± 0.048	0.582 ± 0.027
Mg*	11.35 ± 0.79	7.87 ± 0.25
Na	1.64 ± 0.13	1.77 ± 0.11
Fe*	0.123 ± 0.014	0.313 ± 0.014
Zn*	2.89 ± 0.24	1.17 ± 0.04
Cu	ld	ld

*ld* level of detection

*Denotes significant differences between yeast strains (*P* < 0.05)

The increased expression of iron transporters was further explored given that mitochondria, the presence of which differs between the two strains, are the site of iron-sulfur cluster protein biogenesis. 

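Among the genes of siderophore transport and the cell wall mannoproteins that bind siderophores, FIT2 (YOR382W) had 112 and 392 CPM in the petite libraries and 34.1 and 52.5 CPM in the grande libraries in YPD. Its log2 fold change was 2.53 (standard error 0.717, adjusted p = 0.92 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes in YPD were 3.72 for FIT1 (YDR534C, adjusted p = 0.85), 3.45 for FIT3 (YOR383C, adjusted p = 0.92), 1.39 for ARN1 (YHL040C) and 1.30 for SIT1 (YEL065W, adjusted p = 1.00 for both). Both petite libraries were above both grande libraries in each of these 5 genes, but SIT1 had 158 CPM both in the lower petite and in the higher grande library. Leaving out each library in turn gave values from 1.14 to 4.58 for FIT1, 1.36 to 3.17 for FIT2 and 1.88 to 4.87 for FIT3. The values were 0.46 to 1.94 for ARN1 and 0.64 to 2.47 for SIT1. Adjusted over the list of 70 genes that the paper names, the p-value was 0.042 for FIT1, FIT2 and FIT3 alike. That list includes the paper's own calls on these data, so it gives no independent support. DESeq2's Wald test gave FIT1 an adjusted p of 0.017, within a range of 0.017 to 1.00 over its 7 alternatives. In YM, 3 of these genes were differentially expressed between petite and grande yeast, with log2 fold changes of 2.58 for SIT1 (standard error 0.713, adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.62 for FIT2 (standard error 0.728, adjusted p = 0.033) and 3.22 for FIT3 (standard error 0.980, adjusted p = 0.047). With the series as a replicate block, these values were 2.47, 2.46 and 2.91, and those of FIT1, FIT2 and FIT3 in YPD were 3.44, 2.43 and 3.40.

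**Figure D2:**
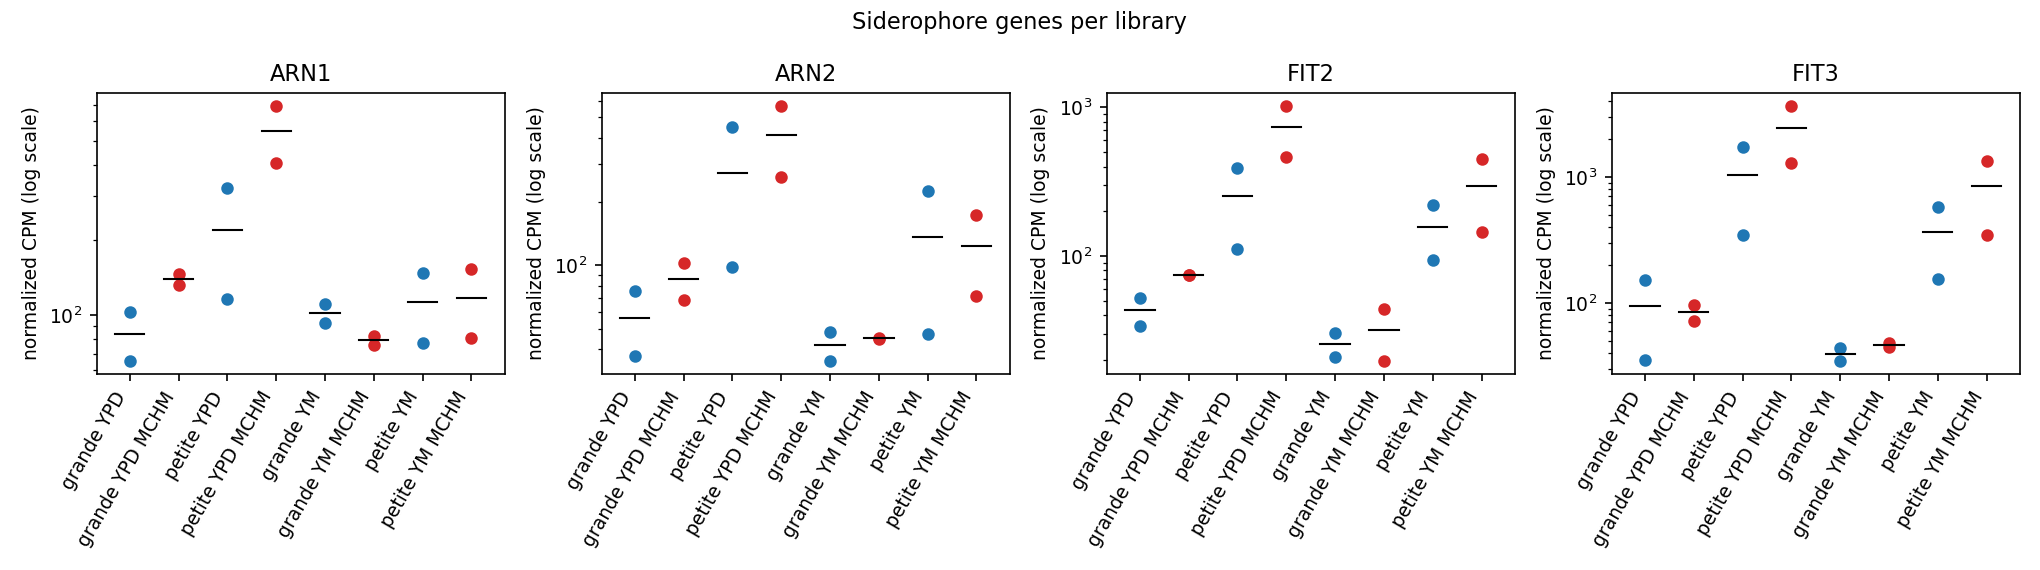
Normalized CPM of iron acquisition genes in each library, on a log axis. Dots are the 2 libraries of a group, black lines their means, red with MCHM and blue without it; FIT2 in untreated yeast in YPD sits at 112 and 392 CPM in petite yeast and at 34.1 and 52.5 CPM in grande yeast.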

Strain ionomic profiles were evaluated for yeast strains grown in YPD. YPD was chosen to minimize the differences in growth between grande and petite yeast. Because there were differences in expression of cell wall genes such as *CWP1*, yeast were also washed in EDTA to determine if increased iron or other metals were associated with the cell wall (water wash) or internalized (EDTA wash). 

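CWP1 (YKL096W) had 983 and 92.4 CPM in untreated grande yeast in YPD and 62.0 and 14.9 CPM with MCHM, a log2 fold change of -3.81 (standard error 1.24, adjusted p = 0.13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In petite yeast in YPD the log2 fold change with MCHM was -3.72 (standard error 1.23, adjusted p = 0.070), in grande yeast in YM it was -3.76 (standard error 1.24, adjusted p = 0.097), and in petite yeast in YM it was -1.61 (standard error 1.14, adjusted p = 0.77). Between untreated petite and grande yeast in YM it was -1.44 (standard error 1.12, adjusted p = 0.42). Leaving out each library in turn gave values with MCHM from -5.15 to -1.27 in grande and -4.41 to -2.33 in petite yeast in YPD. In YM they were -4.30 to -2.96 in grande and -3.62 to -0.69 in petite yeast. Between the untreated strains in YM they were -2.34 to -0.67. The 2 replicates of untreated yeast differed more than 2-fold in each strain and medium, with the higher value always in the lower number series. With the culture as a replicate block, CWP1 fell with MCHM in grande yeast in YPD (-3.35), in petite yeast in YPD (-3.41) and in grande yeast in YM (-3.60), each past the threshold, and in petite yeast in YM by a log2 fold change of -1.98, which did not pass it.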

There was no difference in metal levels from yeast washed with water alone or EDTA, indicating that the levels of reported ions were absorbed into the cells and were not associated with the cell walls (Supplemental Fig. 4 and Supplemental Table 4). Iron levels were three times higher in petite yeast than grande yeast, while zinc was 60% lower in the petite strain (Fig. 4a). Other elements were typically lower in grande compared to petite yeast except for calcium (Fig. 4a, Supplemental Table 4) as yeast mitochondria do not store calcium (reviewed [32]). Levels of sodium, phosphorus, and magnesium were lower in petite yeast (Fig. 4a). Copper was below the limit of detection in this analysis.

**Fig. 4:**
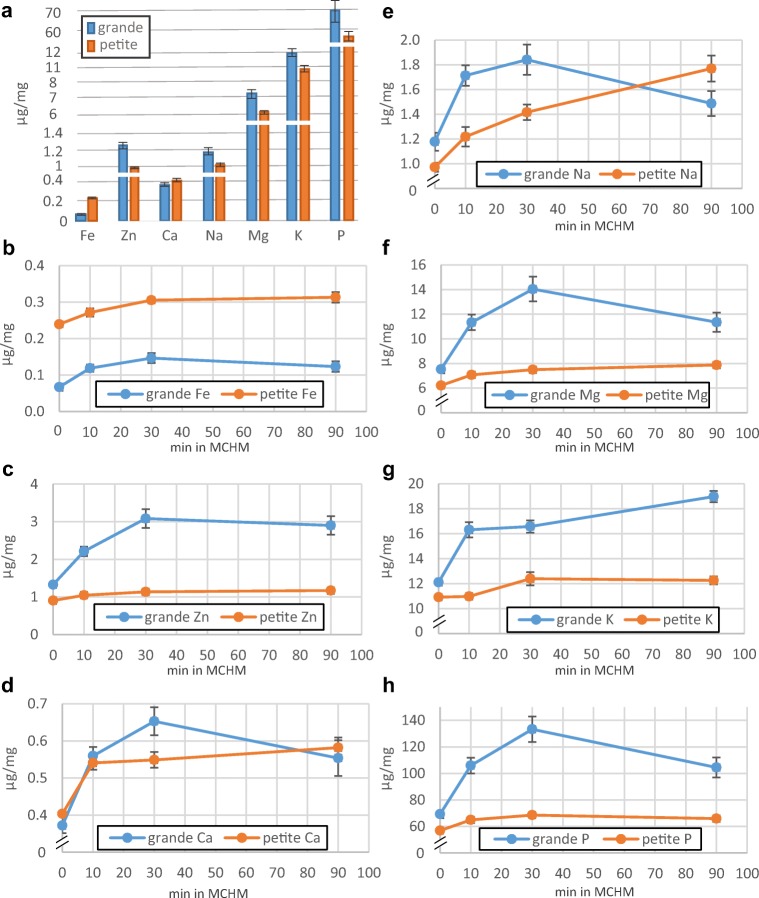
Measurements of metals in yeast treated with MCHM. **a** Levels of Fe, Zn, Ca, Na, Mg, K and K in μg/mg from grande (S96) and petite (S96ρ) yeast grown in YPD. Levels of metals from grande (S96) and petite (S96ρ) yeast grown in YPD with 550 ppm MCHM added for the indicated time. The ions levels measured were **b** Fe, **c** Zn, **d** Ca, **e** Na, **f** Mg, **g** K, and **h** F. The standard error is noted on the mean of four biological replicates

To determine if the levels of metals in yeast were changed when exposed to MCHM, yeast were grown in YPD and then MCHM was added to a final concentration of 550 ppm. The levels of iron did not change for either grande or petite yeast over 90 min, although the strain-specific differences noted above were still notable (Fig. 4b). mRNAs encoding siderophore transporters such as Arn1 and Arn2 were expressed at higher levels, as were the Fit mannoproteins, which bind siderophores in petite yeast in YPD and MCHM compared to wild-type yeast (Supplemental Table 3). In contrast, the levels of zinc increased twofold in grande yeast but did not change in petite yeast over 90 min (Fig. 4c). 

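In YPD with MCHM, 89 genes were differentially expressed between petite and grande yeast, 20 higher and 69 lower in petite yeast. FIT3 had 1294 and 3650 CPM in petite and 71.1 and 96.5 CPM in grande yeast, a log2 fold change of 4.88 (standard error 1.05, adjusted p = 0.040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FIT2 had a log2 fold change of 3.31 (standard error 0.734, adjusted p = 0.046). ARN1 had 408 and 689 CPM in petite and 131 and 146 CPM in grande yeast, a log2 fold change of 1.98 (standard error 0.495, adjusted p = 0.085 from the same test). The log2 fold changes of ARN2, FIT1 and SIT1 were 2.26 (adjusted p = 0.27), 3.02 (adjusted p = 0.22) and 1.42 (adjusted p = 0.46). Both petite libraries were above both grande libraries for each of these 6 genes, and leaving out each library in turn left their log2 fold changes between 0.94 for SIT1 and 5.49 for FIT3. Same-series replicates of the strains deviated together here, with a correlation across genes of 0.64. With the series as a replicate block, 193 genes were differentially expressed and the log2 fold changes of ARN1 (1.92), ARN2 (2.18) and SIT1 (1.41) passed the threshold, while that of FIT1 (2.78) did not. With each strain pair fitted on its own 4 libraries, 67 genes were higher and 31 lower in petite yeast.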

Calcium and sodium increased with MCHM treatment in both strains with sodium increasing at a slower rate in the petite yeast (Fig. 4d and e). Potassium, phosphorus, and magnesium also increased in MCHM treatment for grande, but not in petite, yeast (Fig. 4f–h). The levels of these ions are comparable to other studies [33]. After 90 min of MCHM exposure, five out of the seven ions measured was significantly higher in the grande yeast (Table 1).

There is a significant variation of growth among genetically diverse yeast strains in response to MCHM. In particular, YJM789, a yeast isolated from a human lung [23], was more sensitive than S96 at 500 ppm MCHM (Fig. 5a). Using a segregant collection of YJM789 and S96 that has been used to map genes contributing to differences in phenotypes between strains [8, 24, 25], quantitative trait loci (QTL) analysis was carried out. The growth rate in MCHM of segregant yeast strains was used to assess the association of various parts of the genome with increased growth in MCHM (Fig. 5b). Several peaks were noted, but only one broad peak on chromosome nine passed the 95% confidence threshold. Within that peak, we identified *YKE4*, a polymorphic ZIP family zinc transporter [34] that plays a role in zinc homeostasis by transporting zinc between the cytoplasm and the secretory pathway [34] and is localized to the ER [31]. Yke4^YJM789^ contained two SNPs that change the protein’s amino acid sequence (H5Q and F86L) compared to Yke4^S288c^ (Fig. 5c). The H5Q was located in the cytoplasmic signal peptide at the N-terminus while the F86L is at the C-terminal end of the first transmembrane domain using TMHMM [35]. To further characterize the role of Yke4, *YKE4* was deleted from S96 and YJM789. Deletion of *YKE4* did not alter growth in the presence of MCHM in these strains (Fig. 5d). The zinc levels were measured in these strains. The percentage of zinc was normalized to wild-type S96. Both YJM789 and the isogenic *yke4* knockout strains had twice as much zinc compared to S96 (Fig. 5e). Yke4 is an ER-localized zinc transporter and plays a role in intracellular trafficking of zinc and did not appear to regulate total zinc levels. There were other genomics peaks in the QTL linked to genetic variation of MCHM response and likely contribute to differences seen between these strains.

**Fig. 5:**
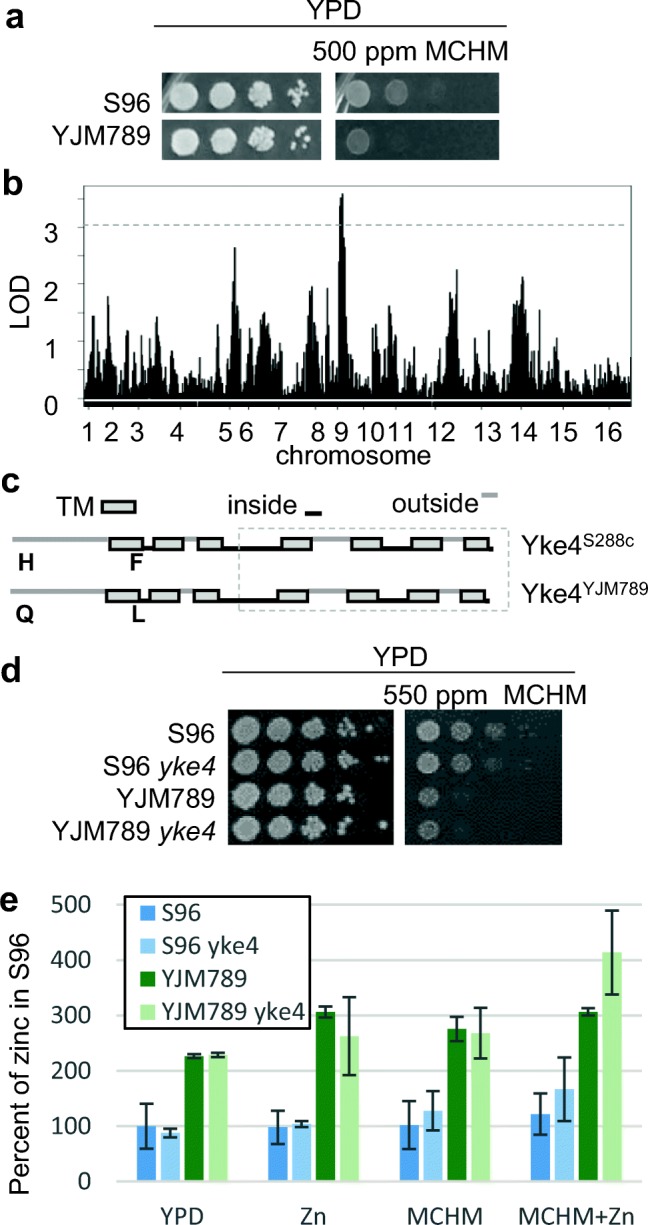
Genetic variation of MCHM response linked to the YKE4 locus. **a** Serial dilution of genetically diverse yeast on 550 ppm MCHM on YPD. S96 are from the S288c background and YJM789 is a clinical isolate. **b** Quantitative trait loci analysis of chromosomal regions linked to increased growth of yeast in MCHM from YJM789 and S96 segregants. **c** Diagram of Yke4 describes the transmembrane domains (TM noted with gray box) and inside or outside domains (noted with lower dark gray or upper light gray lines, respectively). Polymorphic residues are noted below in Yke4^YJM789^ compared to Yke4S288c. The conserved ZIP domain is boxed in a gray dashed line. **d** Serial dilutions of S96 and YJM789 with *yke4* mutants on MCHM. **e** Levels of total intracellular zinc from S96, YJM789, and *yke4* mutants normalized to S96 grown in YPD and total protein. Yeast were incubated with 5 μM zinc sulfate, 550 ppm MCHM, and in combination for 30 min before metals were extracted

To assess the contribution of other proteins involved in metal transport, we utilized the yeast knockout collection to determine the impact of deleting MCHM differentially regulated genes on growth. This collection is in an S96-related strain background BY4741. In contrast to S96 and YJM789 yeast, the *yke4* mutant in this background was sensitive to MCHM (Fig. 6a). There were no significant changes in expression of *YKE4* induced by MCHM (Supplemental Table 1). However, *ARN2* expression was higher in petite yeast and, from ICP-MS analysis, the endogenous levels of iron were also higher. 

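YKE4 (YIL023C) had 106 and 89.8 CPM in untreated grande yeast in YPD and 97.4 and 90.1 CPM with MCHM, a log2 fold change of -0.06 (standard error 0.229, adjusted p = 0.94 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change with MCHM was -0.02 (standard error 0.228, adjusted p = 0.97) in petite yeast in YPD, -0.18 (standard error 0.228, adjusted p = 0.70) in grande yeast in YM and 0.16 (standard error 0.227, adjusted p = 0.91) in petite yeast in YM. The value in petite yeast in YPD was above 0 under 4 alternatives, up to 0.06 without a filter on low counts. In the fit with the culture as a replicate block, the 4 values were -0.06, -0.00, -0.18 and 0.16.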

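ARN2 (YHL047C) had 97.8 and 449 CPM in petite yeast and 37.3 and 75.4 CPM in grande yeast in YPD without MCHM, a log2 fold change of 2.27 (standard error 0.801, adjusted p = 1.00 and unadjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both petite libraries were above both grande libraries, and leaving out each library in turn gave values from 0.79 to 2.99. With the series as a replicate block, the log2 fold change was 2.09, with an adjusted p of 0.19 within a range of 0.19 to 1.00 over its 7 alternatives. In YM the log2 fold change of ARN2 between petite and grande yeast was 1.70 without MCHM (standard error 0.794, adjusted p = 0.17 from the same test) and 1.45 with it (standard error 0.783, adjusted p = 0.31). In YM without MCHM it passed the threshold at 1.42 with the series as a replicate block (adjusted p = 0.040, within a range of 0.040 to 0.22 over its 7 alternatives), and with MCHM it passed under none (range 0.088 to 0.31). In YM, leaving out each library in turn gave values for ARN2 from 0.18 to 2.42 without MCHM and from 0.67 to 1.94 with it.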

The BY4741 *arn2* knockout was more tolerant to MCHM (Fig. 6a). The growth on MCHM of *izh1* and *izh2* knockouts, genes involved in zinc transport that also were differently regulated, was not altered. Iron levels did not change with the addition of MCHM (Fig. 4b). However, zinc levels increased in the wild-type grande yeast but not in the petite yeast with MCHM exposure (Fig. 4c). We tested whether additional zinc could alleviate the growth inhibition by MCHM. Growth improved with the addition of 10 μM of zinc sulfate in MCHM in both BY4741 and the *yke4* knockout (Fig. 6b). However, at higher zinc concentrations (100 μM), all growth was inhibited of all yeast when MCHM was added while zinc sulfate at this concentration alone did not alter growth (Supplemental Fig. 5A). Curiously, when zinc was added to YPD without MCHM, the media became slightly opaque. However, after several days, media cleared around yeast colonies. YPD is an undefined media composed of yeast extract, peptone, and agar. Zinc could have induced the precipitation of an unknown compound or compounds that are solubilized by the growth of yeast on solid media; the precipitation of these media components may limit yeast growth at this higher zinc concentration. Therefore, we tested whether yeast knockouts of several known zinc transporters would change the response to MCHM. First, the zinc tolerance of the *zrt1*, *zrt2*, *zrt3*, and *zrc1* knockout yeast were tested. Only at the highest levels of zinc sulfate did the *zrc1* mutant grow less than the other strains (Supplemental Fig. 5A). Then, the addition of 5 μM of zinc sulfate completely rescued reduced growth in the presence of MCHM (Supplemental Fig. 5B). However, increasing zinc levels to 100 μM further suppressed the growth of most of the yeast tested grown on MCHM. The *zrc1* mutant did not grow better at 5 μM and was completely inhibited at 100 μM of zinc in the presence of MCHM. The suppression of growth in higher concentrations of zinc was not due to the toxicity of zinc alone as all yeast tolerated levels up to 500 μM with only *zrc1* mutant displaying reduced growth.

**Fig. 6:**
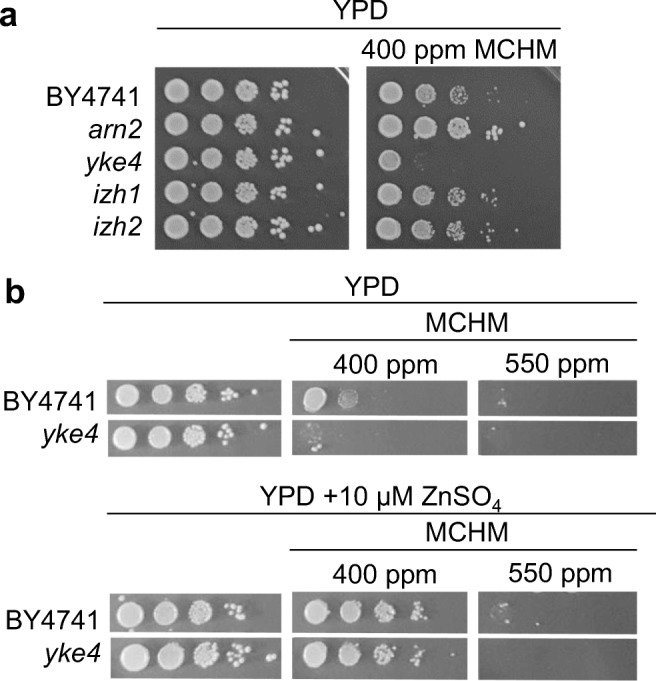
Impact of loss of metal transporters on growth with MCHM and zinc-containing media. **a** Serial dilution of BY4741 and yeast from the knockout collection on YPD with 400 ppm MCHM. **b** Serial dilution of wild-type (BY4741) and zinc transporters knocked out yeast grown in 400 or 550 ppm MCHM on YPD with 10 μM zinc sulfate

MCHM is composed of a saturated hexane ring with a methyl group and a methanol group at opposite carbons (Fig. 7a). The methanol and methyl group can be in the *cis* or *trans* conformation. These characteristics of MCHM allow it to act as a hydrotrope, a compound that can solubilize hydrophobic substances in aqueous environments. We thus considered MCHM’s role in altering protein-membrane and protein-protein interactions, which may explain the impacts of MCHM on the transcriptome and ionome. In vitro protein aggregation was carried out with sodium xylene sulfate (NaXS), an industrial hydrotrope; ATP, a biologically relevant hydrotrope [29]. and MCHM. Compared to no treatment (aggregation was set at 100% for no treatment at 45 s), NaXS reduced aggregation to 48% (*p* = 0.0064), ATP reduced aggregation to 3% (*p* = 0.00025), and 550 ppm MCHM treatment reduced aggregation to 60% (*p* = 0.02). However, at 1 min of incubation, MCHM allowed full protein aggregation and was not distinguishable from untreated controls (*p* = 28), while NaXS and ATP continued to prevent protein aggregation (Fig. 7b). Levels of zinc sulfate that rescued MCHM-induced growth inhibition increased aggregation by 60% (Fig. 7b). Zinc sulfate on its own caused nearly immediate aggregation of protein which was not prevented by the addition of MCHM. We tested if adding MCHM before zinc changed the rate of aggregation. When MCHM was added first followed by zinc sulfate, protein aggregation showed no difference at 45 s but was at the highest of all treatments tested at 1 min of incubation.

**Fig. 7:**
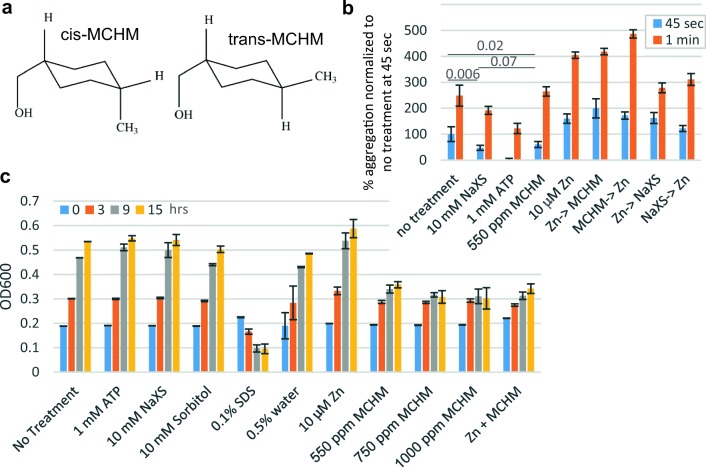
MCHM role in protein aggregation. **a** Chemical structure of the cis and trans conformation of MCHM. **b** Timed protein aggregation when exposed to heat. No treatment is compared to 10 mM sodium xylene sulfate, 1 mM ATP, and 550 ppm MCHM. The optical density of samples was measured at 450 nm after incubation at 60 °C. 550 ppm MCHM was added to samples then 10 μM zinc sulfate was added where indicated. **c** Spheroplast yeast were incubated for between 0 and 15 h with 0.1% SDS, 0.5% water, 10 mM sorbitol, 1 mM ATP, 10 mM NaXS, 10 μM zinc sulfate and 550–1000 ppm MCHM, and samples were read at 600 nm. Biological quadruplicates were averaged and standard error. Relevant *p* values were calculated using the student *t* test

Yeast have cell walls that protect cells from osmotic stress, and the cell wall can be easily removed to produce spheroplasts. However, unlike plants and fission yeast, spheroplasted yeast continue to divide their nuclei but do not undergo cytokinesis [36–38] leading to large multinucleated yeast. In this way, we can determine if hydrotropes can cause yeast to lyse when the cell wall is not providing rigid support. SDS, a commonly used detergent, reduced the optical density as yeast cells lysed. Sorbitol provides osmotic support and did not affect yeast growth (Fig. 7c). Treatment of spheroplast with known hydrotropes (ATP and NaXS) did not alter the growth of spheroplasted yeast over 15 h while the growth of spheroplasts treated with MCHM was arrested but did not cause lysis (Fig. 7c). The dose-dependent reduction of spheroplasted growth likely mirrors the growth inhibition on plates with MCHM. The growth arrest is reversible in MCHM, as cells will continue growing after MCHM is removed (data not shown). The subcellular localization of Zrt1, Zrt2, Zrt3, and Yke4 was measured as cells were exposed to MCHM. Proteins were tagged at the N-terminus with mCherry [31], and cells were stained with calcofluor white to highlight the cell wall. Fluorescence of each protein remained diffused and no foci appeared after 90 min of exposure (Supplemental Fig. 6A). The endogenous promotors were replaced with a common constitutive promoter (*TEF2*) so any increased expression of Zrt1, Zrt2, and Yke4 would likely be at the protein level rather than the mRNA level when exposed to MCHM. The protein levels of the Zrt transporters in YPD change by no more than 20% under the *TEF2* promoter while Yke4 levels were fourfold higher than Yke4 under its endogenous promoter [31]. When treated with MCHM, protein levels of Zrt1, Zrt2, and Yke4 increased modestly while Zrt3 levels decreased, (Supplemental Figure 6B). 

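In grande yeast in YPD, ZRT1 (YGL255W) had 95.8 and 444 CPM without MCHM and 48.5 and 51.8 CPM with it, a log2 fold change of -2.43 (standard error 0.991, adjusted p = 0.23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In grande yeast in YM, ZRT1 had 86.5 and 1784 CPM without MCHM and 59.1 and 66.2 CPM with it, a log2 fold change of -3.90 (standard error 1.05, adjusted p = 0.0500). Leaving out each library in turn gave values for ZRT1 in YM from -4.90 to -0.47, the last of these without the untreated library at 1784 CPM. In petite yeast the log2 fold change of ZRT1 with MCHM was 0.19 in YPD (adjusted p = 0.92) and -0.57 in YM (adjusted p = 0.93). ZRT2 (YLR130C) fell in grande yeast in YPD, from 285 and 310 CPM to 142 and 138 CPM, a log2 fold change of -1.08 (standard error 0.329, adjusted p = 0.11 from the same test), and in grande yeast in YM by a log2 fold change of -1.01 (standard error 0.328, adjusted p = 0.092). In petite yeast the log2 fold change of ZRT2 was -0.00 in YPD, which was above 0 under 5 alternatives, and -0.20 in YM. With the culture as a replicate block, ZRT1 had values of -2.07 in YPD and -2.69 in YM and ZRT2 of -1.08 and -0.98 in grande yeast, none past the threshold. Over 8 alternatives, ZRT1 in grande yeast in YM passed under 4 (no filter on low counts, at least 10 counts in every library, the series as a replicate block and DESeq2's Wald test), with adjusted p-values from 0.0048 to 0.19. ZRT2 in grande yeast passed in YPD with library size alone and with DESeq2's Wald test (range 0.042 to 0.16) and in YM with the series block and with DESeq2's Wald test (range 0.041 to 0.20). ZRT1 in grande yeast in YPD passed under none (range 0.14 to 0.26).

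**Figure D3:**
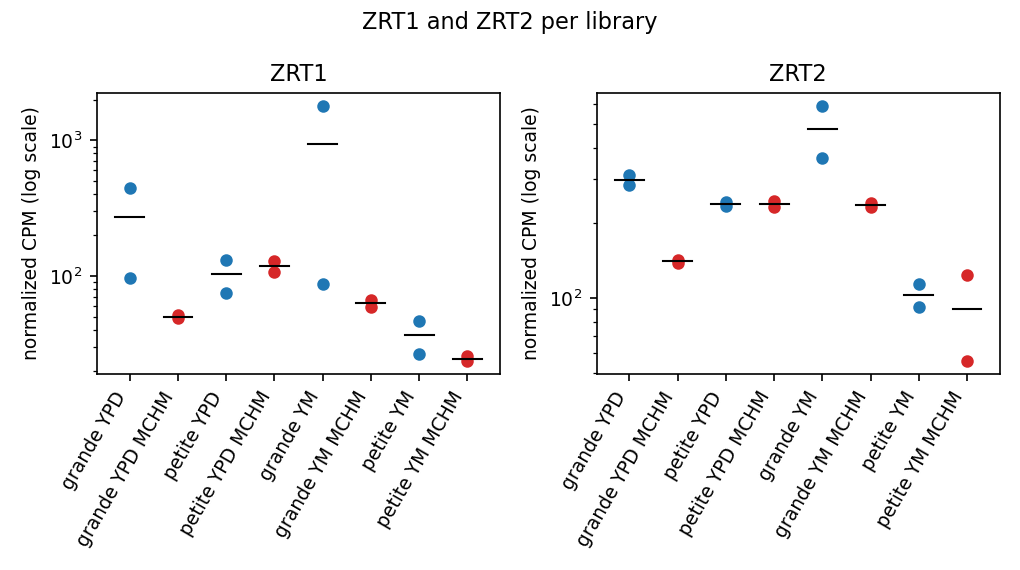
Normalized CPM of ZRT1 and ZRT2 in each library, on a log axis. Dots are the 2 libraries of a group, black lines their means, red with MCHM and blue without it; the 2 ZRT1 values of untreated grande yeast in YM, 86.5 and 1784 CPM, lie furthest apart.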

Levels of *ZRT1* and *ZRT2* mRNAs were decreased with MCHM (Supplemental Table 2).

## Discussion

The loss of the mitochondrial DNA and treatment with MCHM had pleiotropic effects on yeast. Petite yeast responded to stresses, including MCHM, differently than grande yeast. 

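The difference between the MCHM responses of petite and grande yeast was tested over 24 iron acquisition genes and 18 zinc homeostasis genes, in tests chosen after the lists had been examined in single comparisons. In YPD, the median difference was 0.15 for the iron genes, with 16 of 24 higher in petite yeast (adjusted p = 0.068 from limma's camera test over 30 such tests), and 0.21 for the zinc genes, with 11 of 18 higher (adjusted p = 0.094). In YM, the median difference was 0.10 for the iron genes (adjusted p = 0.49) and 0.12 for the zinc genes (adjusted p = 0.23). In the fit with the culture as a replicate block, the medians in YPD were 0.19 for iron and 0.20 for zinc, and in YM 0.15 and 0.10. The iron genes in YPD then passed the threshold (adjusted p = 0.018 from limma's camera test), as they did with the series as a replicate block (0.048). The range was 0.018 to 0.84 over 6 alternatives. Library size alone (0.081) and an estimated correlation between genes (0.84, or 0.44 and 0.78 with the culture and the series as the block) did not pass. The zinc genes in YPD passed under none of the 6, with a range of 0.064 to 0.87. Between petite and grande yeast in YM with MCHM, 218 genes were differentially expressed, 99 higher and 119 lower in petite yeast, and the median log2 fold change was 0.48 for the iron genes (adjusted p = 0.011) and -0.54 for the zinc genes (adjusted p = 0.011). With the correlation between genes estimated, neither list passed (adjusted p = 0.62 and 0.57 from limma's camera test). Leaving out each library in turn gave medians from 0.11 to 0.75 for the iron genes and from -0.69 to -0.35 for the zinc genes. With library size alone, 210 of the differentially expressed genes were higher and 40 lower, and the median of all tested genes moved by 0.32. The medians were then 0.83 for the iron genes and -0.24 for the zinc genes, with 7 zinc genes higher and 11 lower. The 2 number series did not pair the strains in this comparison, with a correlation across genes of 0.03. With the series as a replicate block, 469 genes were differentially expressed, 242 higher and 227 lower in petite yeast. The medians were then 0.42 for the iron genes and -0.52 for the zinc genes. Untreated, the median of the zinc genes was -0.01 between petite and grande yeast in YPD, or 0.03 with library size alone, and -0.40 in YM (adjusted p = 0.63 and 0.0016 from limma's camera test). In YM, 3 of these genes were higher and 15 lower. With library size alone the median there was -0.14, with 7 higher and 11 lower. ZRT1 and ZRT2 were differentially expressed between untreated petite and grande yeast in YM, with log2 fold changes of -4.68 (standard error 1.09, adjusted p = 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.21 (standard error 0.340, adjusted p = 0.0034). Leaving out each library in turn gave values for ZRT1 from -5.72 to -1.29, the last of these without the grande library at 1784 CPM. With only the groups compared in the fit, neither gene passed (adjusted p = 0.12 and 0.069). Over 7 alternatives the adjusted p ranged from 2.1e-04 to 0.12 for ZRT1 and from 2.8e-08 to 0.069 for ZRT2.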

From RNA-seq analysis, iron and zinc transporters were differentially regulated in petite yeast and grande yeast in response to MCHM. In petite yeast, levels of zinc were lower while iron levels were higher. Transcriptomics pointed to metal transporters while genetic analysis uncovered genetic variation in Yke4, an internal zinc transporter as important to MCHM. On non-fermentable carbon sources, *yke4* mutants do not grow in the presence of excess zinc [34], further highlighting that internal zinc transport yeast differed in many other ways. To address how MCHM could affect the wide range of biochemical pathways seen, MCHM was tested and shown to be a hydrotrope in vitro, which could exert cell wall or membrane stress.

Petite yeast grew slower and were especially sensitive to the growth inhibition of MCHM. This may be in part due to the altered ionome of petite yeast. This includes higher levels of iron from increased expression of iron transporters and lower endogenous zinc levels. These petite yeast were induced by loss of the mitochondrial genome and petite yeast caused by other types of mutations also had differences in internal metals and regulation in the iron regulome [39]. 

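Over the 24 iron acquisition genes, the median log2 fold change of untreated petite over grande yeast was 0.48 in YPD, with 22 genes higher (adjusted p = 3.7e-13 from limma's camera test), and 0.33 in YM, with 18 genes higher (adjusted p = 0.12). In YPD with MCHM it was 0.74, with 22 genes higher (adjusted p = 6.4e-11). The spread between replicates of the list's median log2 CPM (SD, both groups combined) was 0.791 in YPD, 0.821 in YM and 0.494 in YPD with MCHM. Leaving out each library in turn gave medians from 0.23 to 0.74 in YPD and from 0.61 to 0.96 in YPD with MCHM. With the correlation between genes estimated, the adjusted p was 0.14 both in YPD and in YPD with MCHM, the highest of the 7 alternatives, whose lowest were 8.8e-18 and 1.6e-13. With the series as a replicate block, the medians were 0.48, 0.32 and 0.74 for YPD, YM and YPD with MCHM. The list in YM then passed the threshold (adjusted p = 0.044 from limma's camera test), as it did with only the groups compared in the fit (0.025), within a range of 0.025 to 0.74 over 7 alternatives. The paper proposes that the sensitivity of petite yeast to MCHM may be due in part to their altered ionome, in which it includes higher iron from the expression of iron transporters and lower zinc.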

There is an interplay between metal levels, as zinc transporters are also important for responding to high levels of copper [25]. Zrt1 protein levels increase in response to high levels of copper [25] and in contrast to the mRNA, Zrt1 under the control of a generic promoter and 5′UTR increased protein expressed by 66% in MCHM treatment. While genetic variation in Zrt2 contributes to copper tolerance [25], Zrt2 protein levels also increased by 26% with MCHM exposure. Supplementation with zinc alleviates copper-induced growth inhibition as well as MCHM growth inhibition.

The levels of sodium, calcium, phosphate, and magnesium also increased, suggesting drastic changes at the cell wall and membrane in response to MCHM. Although mRNAs of the iron acquisition pathway were increased in MCHM treatment, there was only a modest change in iron levels. 

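With MCHM, the median log2 fold change over the 24 iron acquisition genes was 0.30 in grande yeast in YPD, with 15 genes higher (adjusted p = 0.046 from limma's camera test), and 0.65 in petite yeast in YPD, with 19 genes higher (adjusted p = 0.0030). It was 0.06 in grande yeast in YM (adjusted p = 0.86) and -0.03 in petite yeast in YM, with 12 genes higher and 12 lower (adjusted p = 0.54). The spread between replicates of the list's median log2 CPM (SD, both groups combined) was 0.678, 0.640, 0.0534 and 0.870 in the same order. With the culture as a replicate block, the medians were 0.30, 0.70, 0.06 and 0.04, and the last of them was above 0 under 5 alternatives in all. FIT2 in petite yeast in YPD reached 463 and 1017 CPM with MCHM, a log2 fold change of 1.55 (standard error 0.684, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the culture as a replicate block it passed the threshold at 1.71 (adjusted p = 0.0042, within a range of 0.0042 to 0.19 over its 8 alternatives). With the correlation between genes estimated, the adjusted p was 0.65 and 0.59 for the medians in YPD, the highest of the 8 alternatives, whose lowest were 0.019 and 2.4e-04.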

Other stresses, such as starvation induced by rapamycin, also induce the iron regulon [40]. Deletion of *arn2* improved growth. Arn2 is localized to the ER and suggests a role in subcellular localization of iron in the yeast [31]. MCHM-treated yeast are not starved for iron as *GTL1* and *GDH3* expression was not altered. These Gtl1 and Gdh3 are iron-dependent enzymes that are downregulated in iron-limiting media and upregulated in iron-replete media [41]. 

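GTL1 is not a symbol in the R64 annotation, and GLT1 (YDL171C), which encodes glutamate synthase, was taken for it. With MCHM, GLT1 went from 243 and 277 CPM to 355 and 402 CPM in grande yeast in YPD, a log2 fold change of 0.54 (standard error 0.295, adjusted p = 0.41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 0.46 (adjusted p = 0.34) in petite yeast in YPD, 0.04 (adjusted p = 0.96) in grande yeast in YM, and -1.24 (standard error 0.297, adjusted p = 0.11) in petite yeast in YM, from 1827 and 2531 CPM to 1154 and 687 CPM. This last change passed with library size alone (adjusted p = 0.036) and with DESeq2's Wald test (0.0072), within a range of 0.0072 to 0.58 over its 8 alternatives. Without a filter on low counts, the value of GLT1 in grande yeast in YM was -0.00. The log2 fold changes of GDH3 (YAL062W) with MCHM were 0.87 (standard error 0.302, adjusted p = 0.16) and 0.77 (standard error 0.298, adjusted p = 0.12) in grande and petite yeast in YPD, and 0.40 (adjusted p = 0.46) and 0.64 (adjusted p = 0.63) in YM. In the fit with the culture as a replicate block, GDH3 had the same values to 2 decimals in YPD, with an adjusted p of 0.033 in petite yeast there (range 0.033 to 0.20 over 8 alternatives), and 0.42 and 0.66 in YM, and GLT1 had -1.27 in petite yeast in YM. Without MCHM, GLT1 and GDH3 were both higher in petite than in grande yeast in YM, with log2 fold changes of 1.76 (standard error 0.301, adjusted p = 0.0056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.34 (standard error 0.296, adjusted p = 0.013).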

The addition of zinc rescued growth of yeast on MCHM at low levels of zinc (5–10 μM), while levels above 100–500 μM in combination with MCHM drastically reduced growth. Therefore, it appears that the metals have an optimum level to ameliorate the effects of MCHM. Based on RNA-seq and QTL analysis, two transporters of zinc were identified as having an important role in MCHM response. We found no correlation between levels of internal zinc and poor growth on MCHM, possibly because subcellular localization of zinc was critical to growth, rather than absolute levels of the metal. There could also be a period of adjustment that could not be captured due to the differences in time points between measuring metal levels and growth. Metal levels were measured at 30 min of exposure while growth was measured after 2 days. *YKE4* expression levels between YJM789 and S96 are not different in unperturbed cells [42], and there are no SNPs in the 5′UTR or 3′UTR [43], suggesting that the polymorphisms in Yke4 itself contributed MCHM sensitivity in addition to other genetic differences. While BY4741 *yke4* was MCHM sensitive, deletion in S288c and YJM789 had no effect. There are hundreds of genetic differences between BY4741 and S288c and thousands in YJM789 [44, 45]. The pleiotropic effects of MCHM on yeast combined with the many smaller yet not quite statistically significant peaks in the QTL point to MCHM resistance as a polygenic trait likely spread throughout the genome. Other yeast strains have the H5Q polymorphism and a subset of those also have the F86L polymorphism. To separate the role of transcription and 5′UTR dependent, the promoter and 5′UTR of *YKE4* was replaced. With MCHM treatment, Yke4 zinc levels increased 20%. A total of 582 proteins are predicted to bind zinc with 20 proteins binding 90% of total cellular zinc [14], and zinc sparing ensures that essential Zn binding proteins have zinc. As YJM789 expresses less Zrt1 protein normally [25], perhaps the internal levels of zinc and the ability of the yeast to quickly redistribute the zinc in MCHM may alter their ability to grow.

Hydrotropes in cells prevent protein aggregation, but unlike surfactants, work at millimolar concentrations and display low cooperativity. In addition to changes in protein levels, post-translational modifications, and subcellular location, changes in protein conformation also regulate protein function. Protein aggregation is generally thought to inactivate proteins. Protein aggregation includes prions, which increase phenotypic plasticity without changing genetic diversity [46]. Intrinsically disordered regions of protein can separate proteins without being membrane-bound which is an important step in RNA granule formation [47]. Transmembrane domain proteins such as Zrts, Yke4, and Arn transporters have multiple extracellular and intracellular loops that would be also disordered regions. MCHM slowed the aggregation of proteins in an in vitro assay, and with zinc sulfate, that induced protein aggregation appeared to increase the rate of aggregation rather than preventing it. MCHM showed similar hydrotrope activity to NaXS, an industrial hydrotrope, but it was not as potent as ATP. Transcriptomics carried out after 90 min, approximately one generation in yeast, detected changes in mRNA encoding metal transporters. Zinc is required for both the syntheses of cell walls and phospholipids [34, 48]. Exposure of yeast to MCHM increased intracellular sodium levels, yet yeast do not actively accumulate sodium [49], further supporting that MCHM alters the protein structures to either increase the bioavailability of ions or transport across cell membranes. MCHM altered the levels of ions in the cell at the earliest time points. Therefore, we conclude that this is likely through altered protein conformation at the cell membrane of many proteins because of the diverse metals that changed during MCHM exposure. Proteins and organelles are increasingly found in altered conformations to change local concentrations of proteins in (reviewed [50]). Inside the cell, MCHM could alter how molecules interact in liquid droplet changing the function of protein functions and metabolites in the cell.

## Electronic Supplementary Material

Supplemental Figure 1 Scatter plots of log fold 2 comparisons of RNA-seq from grande (S96) and petite (S96) yeast grown in YM supplemented with lysine. Significantly up-regulated genes are labeled in red and significantly down-regulated genes are labeled in blue. (A) Scatter plots of log fold 2 comparisons of RNA-seq petite and grande yeast grown in YM. (B) Scatter plots of log fold 2 comparisons of RNA-seq grande yeast grown in YM and with 550 ppm MCHM. (C) Scatter plots of log fold 2 comparisons of RNA-seq from petite yeast grown in YM and with MCHM. (D) Scatter plots of log fold 2 comparisons of RNA-seq from grande and petite yeast grown in YM and with MCHM. (PDF 530 kb)

Supplemental Figure 2 GO term analysis of genes up-regulated in all pairwise comparisons with single variable between S96 grande and S96 petite yeast grown in YM and YPD with MCHM added. The color scale of p adjust values are noted and the size of the circle notes gene ratio. The number of genes in each comparison is noted in parentheses. (PDF 338 kb)

Supplemental Figure 3 GO term analysis of genes down-regulated in all pairwise comparisons with single variable between S96 grande and S96 petite yeast grown in YM and YPD with MCHM added. The color scale of p adjust values are noted and the size of the circle notes gene ratio. The number of genes in each comparison is noted in parentheses. (PDF 299 kb)

Supplemental Figure 4 Levels of Fe and Zn in grande and petite S96 yeast washed with water and EDTA or with only water before metal extraction. Mean of four biological replicates are shown with standard error. (PDF 44 kb)

Supplemental Figure 5 Role of zinc transporters in MCHM response with supplemented zinc. (A) Serial dilution of wild-type (BY4741) and zinc transporter knockout yeast were grown on YPD supplemented with increasing concentrations of zinc sulfate. (B) Serial dilution of wild-type (BY4741) and zinc transporter knockout yeast grown in 400 ppm MCHM on YPD supplemented with increasing concentrations of zinc sulfate. (PDF 140 kb)

Supplemental Figure 6 Levels of mCherry tagged Zrt1, Zrt2, Zrt3, and Yke4 proteins change with MCHM exposure. Yeast were exposed to 550 ppm of MCHM in YPD for 30 min. (A)The cell wall was stained with calcofluor white. (B) The mean fluorescence of mCherry normalized to untreated yeast for each protein. Quantification for 17–20 cells shown with standard error. (PDF 64 kb)

Supplemental Table 1 Comparisons of RNA-seq from S96 and S96 yeast treated with 550 ppm MCHM for 90 min in YPD and YM supplemented with lysine. (XLSX 96 kb)

Supplemental Table 2 Comparisons of zinc related genes from S96 and S96 yeast treated with 550 ppm MCHM for 90 min in YPD and YM supplemented with lysine. (XLSX 16 kb)

Supplemental Table 3 Comparisons of iron related genes from S96 and S96 yeast treated with 550 ppm MCHM for 90 min in YPD and YM supplemented with lysine. (XLSX 16 kb)

Supplemental Table 4 Levels of metals from S96 grande and petite yeast treated with 550 ppm MCHM grown over 90 min in YPD. The mean of four biological replicates is shown with standard error. Levels of metals washed with water compared to yeast washed with EDTA. (XLSX 18 kb)

How the deposited data were processed for this re-analysis (not part of the article)

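RNA was sequenced from grande (S96) and petite yeast grown in YPD or YM, without MCHM or with 550 ppm MCHM, which makes 8 groups of 2 libraries and 16 libraries in all. The authors made unstranded paired-end libraries, counted read pairs per gene with Rsubread, and deposited these counts for 6717 genes without normalization. The paper's text names no aligner, genome build or annotation. The authors also deposited a table of their DESeq2 comparisons, with log2 fold changes from a fit on the counts and p-values adjusted within each comparison. The median ratio of the size of these log2 values to those here was between 0.87 and 0.93 in the 8 comparisons. A 2-fold bound is therefore stricter on them, and the 2 measures are not the same. The deposited log2 values and p-values were used only for overlaps with the genes found here and for totals and values that are marked as the authors'. Each column of counts was assigned to a group by its name. The names do not say which of the 2 replicates in the sample labels a column is, and all 16 columns were used.

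Total counts ranged from 2015485 to 5694566 per library, with a median of 3662481, and TDH3 had the most counts in every library. Of the 6717 genes, 6401 had at least 1 count, and 5856 passed edgeR's filterByExpr (minimum count 10, minimum total 15) and were tested. Counts were scaled with TMM factors. The analysis used edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and pandas 2.3.3, numpy 2.4.6, matplotlib 3.10.9 and biopython 1.88 in Python 3.11.15. A quasi-likelihood model with a mean for each of the 8 groups was fitted to all 16 libraries, because 2 libraries per group give little information on the spread. Log2 fold changes use edgeR's prior count of 0.125, and standard errors were computed from the log2 fold change and the F statistic. A gene was counted as differentially expressed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change of at least 2. The paper's text names DESeq2 but no design or threshold, so the 2-fold lines drawn in its Fig. 3 were used. There were 8 comparisons and 5 differences between comparisons. With 2 libraries per group, no permutation of the labels can give a small p-value, and none was run.

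Libraries of treated and untreated yeast were paired by the culture numbers in the names of the deposited columns, since the labels state that each culture was divided between the treatments. The numbers differ between petite and grande yeast, so they cannot pair the strains. They fall into a lower and a higher series with 1 library of each group in each, and this series was used as a replicate block in a further fit (1833 genes in at least 1 comparison, against 1232 without it). That block was chosen after the column names were seen, and the fit without a block stays the main result. No sequencing date or batch is stated in the labels, but an S number in the column names repeats between the series and not within one.

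Gene Ontology was not available, so 7 lists of genes were written by hand from their symbols before the data were examined. They were tested with limma's camera on the same fit, with the correlation between genes preset at 0.01 and Benjamini-Hochberg adjustment over 37 pairs of list and comparison. Tests of 6 of the lists on the 5 differences between comparisons, 30 in all, and a list of 9 drug-resistance genes were added after results had been seen. CPM values on the log2 scale have 0.5 added. The genes named in the text are those that the paper names, mitochondrially encoded genes, and the 5 largest changes among the genes that passed the threshold in each comparison and whose groups did not overlap (for the differences between comparisons, among genes with a mean of at least 50 counts). From this pool, 96 pairs of gene and comparison were chosen for the text after values had been seen, some of them because the paper's supplement gives a value. Gene symbols come from the R64 annotation, which matched 6025 of the identifiers. Because the build of the counts is not named, no coordinates are given. Counting was unstranded, so a gene that overlaps another shares its reads. Among the genes named here whose positions the annotation gives, only COX2 and YGR164W overlap another annotated gene.

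The fits were tested on simulated data, drawn with the mean of each gene, its dispersion and the library sizes found here and with 200 genes changed in 1 group, after the fits to the real counts had been run. Of 100 genes changed 4-fold, 73 were recovered and of 100 changed 2-fold, 6 were recovered, among 5806 genes tested, with 10 unchanged genes passing as well. In this comparison, 79 of the 200 changed genes were thus recovered, against 64 with the culture as a block, 77 with the series as a block, 62 with the 4 libraries of the comparison alone (5672 genes) and 104 with DESeq2, and 4, 6, 5 and 22 unchanged genes passed in these 4 fits. The simulated genes were drawn independently of each other, without the deviations shared by series or culture that the real libraries show. A block therefore had nothing to remove here, and these numbers do not rank the fits with and without a block for the real counts. In the test of a difference between responses, 34 of the 200 were recovered and 3 unchanged genes passed. The share of unchanged genes among those that passed was above 5% in each of these tests, with 10 of 89 for edgeR without a block and 22 of 126 for DESeq2. In a comparison in which nothing was changed, 0 genes passed, with 294 at an unadjusted p under 0.05. A list shifted upward by 0.5 on the log2 scale (n = 30 genes) had p = 1.2e-11 in limma's camera, and 3 of 100 random lists fell under 0.05. Because the simulated genes did not vary together, these lists cannot test the correlation between genes that camera presets.

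The alternatives set before the data were examined were DESeq2's size factors or library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, only the groups compared in the fit, the culture as a replicate block, DESeq2's Wald test, no bound on the fold change, the correlation between genes estimated from the data, and leaving out each library in turn. The ionomic, growth, genetic mapping and protein measurements of the paper are not analysed here.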

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

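Library size alone and an estimated correlation were among the alternatives set beforehand, but their use as tests of the explanations below was chosen after the result was seen. So were the tests of number series, of sample labels and of leaving out each library, the random lists matched on GC content and length, all tests of AGP1 and all tests of the genes that changed with MCHM in every strain and medium. The tests with thinned counts, without the 20 genes with the most counts, with offsets for GC content and gene length, with single-copy genes and with random lists matched on expression were chosen before, for the other patterns.

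Differences between the responses of strains or media were tested over 6 gene lists, and 15 of 30 such differences had an adjusted p under 0.05 from limma's camera test with the correlation between genes preset. In YPD, the response of petite yeast to MCHM less that of grande yeast had a median log2 value of -1.08 over 137 ribosomal protein genes (4 higher and the others lower, adjusted p = 2.4e-81) and -0.44 over 61 amino acid biosynthesis genes (55 lower, adjusted p = 1.1e-04). In YM it was -1.23 over 22 sulfur and methionine genes (19 lower, adjusted p = 2.2e-09) and -1.02 over the amino acid genes (57 lower, adjusted p = 8.4e-20). The response to MCHM in YM less that in YPD was, in grande yeast, -0.27 for sulfur genes (16 lower, adjusted p = 4.5e-05), -0.26 for 24 iron acquisition genes (17 lower, adjusted p = 0.048) and -0.22 for amino acid genes (40 lower, adjusted p = 0.040). In petite yeast it was 1.17 for ribosomal protein genes (134 higher, adjusted p = 1.0e-45), -1.76 for sulfur genes (22 lower, adjusted p = 4.1e-21), -0.54 for iron genes (21 lower, adjusted p = 0.016) and -1.001 for amino acid genes (54 lower, adjusted p = 2.5e-11). Without MCHM, the change from grande to petite yeast in YM less that in YPD was -0.62 for 36 nucleotide genes (33 lower, adjusted p = 5.6e-06), -0.79 for ribosomal protein genes (4 higher and the others lower, adjusted p = 4.6e-19), -0.57 for 18 zinc genes (15 lower, adjusted p = 0.0030) and 0.37 for amino acid genes (47 higher, adjusted p = 0.0024).

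Of these 15 differences, 15 kept their direction and at least 50% of their size with every library thinned to 2015485 counts, 12 with library size alone as the normalization, 15 without the 20 genes with the most counts, and 14 with offsets for GC content and gene length, which were available for 5667 of the 5856 tested genes. Within each number series alone, 13 had the direction found with all libraries in both. The 2 others, amino acid genes in the response of grande yeast and in untreated yeast, were 0.02 and -0.01 in the lower series and -0.50 and 0.64 in the higher series. Library size alone moved the median of all tested genes by between 0.05 and 0.23 in these differences, and no median of the 15 changed its sign with it. With the correlation between the genes of a list estimated from the data, 0 of the 15 differences had an adjusted p under 0.05, and 4 had an unadjusted p under 0.05. Replicates deviated together by series, so the correlation was also estimated with a replicate block in the fit. When that block was the series, 1 of the 15 passed, the sulfur genes between media in petite yeast (adjusted p = 0.032 from limma's camera test, within a range of 1.3e-23 to 0.14 over 6 alternatives), and with the culture as the block 0 of 11 did, with 4 at an unadjusted p under 0.05 in each. Correlated genes therefore remain as an explanation for most of the small p-values, although 13 differences had the same direction in both series. The amino acid genes in grande yeast also passed with neither the culture (adjusted p = 0.068 from limma's camera test) nor the series as a replicate block (0.057), within a range of 0.026 to 0.89 over 6 alternatives.

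The fall of ribosomal protein genes with MCHM in petite yeast in YPD is not discussed in the paper. Of the 137 genes, 111 were differentially expressed and lower, with a median of -1.45 against -0.37 in grande yeast. Reads shared between paralogs are one technical explanation, and the 20 ribosomal protein genes without a second copy had a median difference of -1.09 between the strains. At their expression level, 0 of 10000 random lists matched on mean expression had a median as low, the lowest being -0.17. For a mislabelled sample, the 8 libraries labelled petite had 0 counts on mitochondrial genes, but so did 1 of the grande libraries with MCHM in YPD, which is part of what a mislabelled sample predicts, so these counts cannot tell whether that library was mislabelled. It belongs to the higher series. In the lower series, where the grande libraries in YPD had 1 and 12 such counts, the median difference was -1.19, but 1 count does not establish that a library is grande. With each of the 8 YPD libraries left out in turn, the median difference lay between -1.20 and -0.87, so 1 mislabelled library does not make the difference. For GC content or gene length, 0 of 10000 random lists matched on both had a median as low, the lowest being -0.19. The median difference was -1.09 with thinned libraries, -0.999 with library size alone, and -0.99 within the higher series. With the correlation between genes estimated, its unadjusted p was 0.0030 and its adjusted p 0.090, within a range of 3.5e-96 to 0.17 over the library size, block and correlation alternatives. A stronger response of petite yeast may explain the difference, and this is a hypothesis that these tests do not tell apart from genes of the list that vary together between replicates.

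Single genes also differed in their responses. In petite yeast, 27 genes responded differently to MCHM in YM and YPD, 6 higher and 21 lower in YM. This balance depends on the setting, with 31 higher and 27 lower with library size alone and 21 and 35 with at least 10 counts in every library. The number was 37 with thinned libraries, 223 with the number series in the fit, 26 without the 20 genes with the most counts and 24 with offsets for GC content and gene length. Depth, a few genes taking most of the counts, and GC content or gene length each predicted a number below 50% of that. Every group has 1 library in each series, so a batch shift between the series that all groups share cancels in a difference between responses. A shift that differed between groups is not excluded, and the counts do not say that the same genes passed. With only the 8 libraries of the groups compared in the fit, 9 genes passed.

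Without MCHM, 31 genes differed between petite and grande yeast by a different amount in YM than in YPD, 21 higher and 10 lower. The number fell to 10 with thinned libraries, so depth remains as an explanation, although thinning also removes counts that a test needs. It was 131 with the number series in the fit, 29 without the 20 genes with the most counts and 26 with offsets for GC content and gene length. A batch shift between the series that all groups share cancels here too, and one that differed between groups is not excluded. With only the groups compared in the fit, 3 genes passed, and with DESeq2's size factors 15 did. DAL4, PHO89 and DAL5 had log2 differences of 6.26, 5.46 and 4.99 (adjusted p = 0.016, 0.047 and 0.027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PHO89 had an adjusted p under 0.05 in 5 of its 7 alternatives, with a highest value of 0.17.

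In YM, 1 gene differed between the strains in its response to MCHM, AGP1. It rose in grande yeast from 42.7 and 63.6 CPM to 1621 and 653 CPM, while petite yeast had 81.2 and 107 CPM without MCHM and 61.8 and 68.2 CPM with it. With thinned libraries (depth), 1 gene passed, and AGP1 had an adjusted p of 0.043 from the same test. With the number series in the fit, 27 genes passed, and AGP1 had a log2 difference of -4.86 and an adjusted p of 0.014. Without the 20 genes with the most counts, 1 gene passed, with 0.0497 for AGP1. With offsets for GC content or gene length, 1 gene passed, with 0.035 for AGP1. With all libraries and no block the adjusted p of AGP1 was 0.046, so most of these p-values lie near the threshold. Over its 8 alternatives it ranged from 1.7e-10 to 0.16. Every group has 1 library in each series, so a batch shift between the series that all groups share cancels in this difference. A shift that differed between groups is not excluded.

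Some genes that the paper's text does not discuss changed with MCHM in both strains and both media. In all 4 MCHM comparisons 6 genes were differentially expressed, 5 of them higher (SNQ2, PDR15, YOR1, GRE2 and RSB1) and 1 lower (OLE1). GRE2 is among the labels of the paper's Fig. 3. The number in all 4 comparisons was 6 with thinned libraries (depth), 9 with library size alone (normalization), 13 with the culture as a replicate block, 7 without the 20 genes with the most counts (a few genes taking most of the counts) and 9 with offsets for GC content or gene length, and the same 6 genes were among them each time. With only the groups compared in the fit, 0 genes passed in all 4 comparisons, with 38 at an unadjusted p under 0.05 and 2-fold. As several of the genes encode drug transporters, a candidate explanation is that targets of the drug-resistance regulators Pdr1 and Pdr3 rise with MCHM. A list of 9 other targets, written after the 6 genes were seen, had median log2 fold changes of 1.76 and 1.29 in grande and petite yeast in YPD and 1.32 and 2.13 in YM, with 9, 9, 7 and 8 of the 9 genes higher. It passed in 4 of the 4 comparisons, with adjusted p-values of 2.2e-10, 1.2e-05, 5.8e-07 and 2.9e-19 from limma's camera test, and of 9.8e-04, 0.0034, 0.0031 and 2.2e-04 with the correlation between genes estimated. PDR5, which is on this list, was already among the 5 largest changes in petite yeast in YM. Without it, the 8 other genes had medians of 1.32 and 1.29 in YPD and 1.22 and 1.73 in YM and passed in 4 of the 4 comparisons, with adjusted p-values of 2.5e-07, 5.6e-05, 1.1e-04 and 5.4e-13 from limma's camera test, and of 0.0022, 0.0051, 0.0072 and 6.7e-04 with the correlation estimated. PDR5 rose in petite yeast in YM from 627 and 1060 CPM to 16330 and 15086 CPM. The activity of the regulators themselves was not measured.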

How the results depend on the processing

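The fit with the number series as a replicate block, and which libraries it pairs, was chosen after the column names were seen, and so were the tests of differences over gene lists. All other alternatives named here were set before the data were examined. The block by culture number was not run between petite and grande yeast, whose culture numbers differ. Why values moved was examined no further, and in each case below the cause was not tested.

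Of the 14 numbers of differentially expressed genes, 77 of 120 alternative values stayed within 1.5 times the number found with TMM and no block, and 43 did not. Of 37 gene list medians, 237 of 283 alternative values kept their direction and their side of the threshold, 24 became weaker, 6 stronger and 16 changed sign. Of 96 pairs of gene and comparison, 624 of 725 values kept both, 25 became weaker, 66 stronger and 10 changed sign.

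With DESeq2's Wald test, the numbers that moved were 7 between untreated strains in YPD, 171 between strains in YPD with MCHM and 368 in YM with MCHM, and with MCHM 277 in grande yeast in YPD, 452 in grande yeast in YM and 86 in petite yeast in YM. The differences between responses gave 31 and 65 genes between strains in YPD and YM, 41 and 193 between media in grande and petite yeast, and 190 in untreated yeast. YKE4 and ZRT2 in petite yeast in YPD changed sign with MCHM, to 0.041 and 0.060. With DESeq2's size factors these 2 values were 0.038 and 0.060, and the difference in untreated yeast gave 15 genes. With at least 10 counts in every library, the differences between media gave 3 genes in grande and 56 in petite yeast, and YKE4 and ZRT2 had values of 0.0019 and 0.023.

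With library size alone, the difference between strains in YM gave 2 genes and that between media in petite yeast 58. The medians with MCHM that changed sign were -0.036 for nucleotide genes in grande yeast in YPD, -0.028 for zinc genes in petite yeast in YPD, and 0.073, 0.072 and 0.043 for amino acid, iron and zinc genes in petite yeast in YM, and the zinc genes between untreated strains in YPD were at 0.030. The zinc genes in grande yeast in YPD passed the threshold at -0.24. Library size alone moved the median of all tested genes by -0.13 with MCHM in grande yeast in YPD and by 0.13 between strains in YPD with MCHM, and in the differences between media by 0.16 in grande and 0.11 in petite yeast, so these values are relative to such shifts. Without a filter on low counts, amino acid, iron and zinc genes in petite yeast in YM were at 0.038, 0.036 and 0.046, YKE4 and ZRT2 in petite yeast in YPD at 0.062 and 0.084, and GLT1 in grande yeast in YM at -0.0014, each with its sign changed. The zinc genes in grande yeast in YPD passed the threshold at -0.11.

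With only the groups compared in the fit, the numbers that moved were lower. They were 4 and 240 with MCHM in grande and petite yeast in YPD, 89 and 9 in YM, 8 between untreated strains in YM, 124 between strains in YM with MCHM and 450 in at least 1 comparison. For the differences they were 0 between strains in YM, where 348 genes had an unadjusted p under 0.05 and 2-fold with all libraries in the fit, 9 between media in petite yeast and 3 in untreated yeast. Amino acid, iron and zinc genes in petite yeast in YM changed sign, to 0.045, 0.047 and 0.056, as did ZRT2 in petite yeast in YPD (0.0031). The zinc genes passed the threshold in grande yeast in YPD (-0.13) and the iron genes between untreated strains in YM (0.32), and the zinc genes in grande yeast in YM did not (-0.36).

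With the culture as a replicate block, the numbers with MCHM that moved were 248 in grande yeast in YPD and 54 in petite yeast in YM. The differences gave 6 genes between strains in YM and 8 and 108 between media in grande and petite yeast. The amino acid and iron genes in petite yeast in YM changed sign, to 0.069 and 0.042, and the zinc genes in grande yeast in YPD passed the threshold at -0.13. With the number series as a replicate block, the numbers were 1, 193 and 469 between strains in YPD, in YPD with MCHM and in YM with MCHM, 309 and 826 with MCHM in grande and petite yeast in YPD, and 516 and 85 in YM. The differences gave 1 and 27 genes between strains in YPD and YM, 15 and 223 between media in grande and petite yeast, and 131 in untreated yeast. The amino acid and iron genes in petite yeast in YM changed sign, to 0.036 and 0.015, the iron genes between untreated strains in YM passed the threshold at 0.32, and the zinc genes in grande yeast in YM no longer did at -0.28.

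With the correlation between genes estimated, the medians are the same and 22 tests no longer passed the threshold. With MCHM these were sulfur genes at 1.92 and 1.57 in grande and petite yeast in YPD and at 1.00 in grande yeast in YM, amino acid genes at 1.26, 0.79 and 1.04 in the same groups, iron genes at 0.30 and 0.65 in grande and petite yeast in YPD, zinc genes at -0.34 in grande yeast in YM, and ribosomal protein genes at -0.37 and -1.45 in grande and petite yeast in YPD and at -0.34 and -0.30 in YM. Between the strains they were cell wall genes at -1.34 and zinc genes at -0.40 in untreated yeast in YM, iron genes at 0.48 in untreated yeast in YPD, at 0.74 in YPD with MCHM and at 0.48 in YM with MCHM, zinc genes at -0.54 in YM with MCHM, and ribosomal protein genes at -0.15 in untreated yeast in YPD, at -0.93 in untreated yeast in YM and at -0.92 in YM with MCHM.

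Leaving out each library in turn gives a value and no test. Of the genes found, 114 to 127 of 128 kept their direction and 2-fold size with MCHM in grande yeast in YPD, 460 to 524 of 546 in petite yeast in YPD, 258 to 292 of 297 in grande yeast in YM and 32 of 32 in petite yeast in YM. Between the strains they were 507 to 587 of 624 in YM, 81 to 88 of 89 in YPD with MCHM and 177 to 211 of 218 in YM with MCHM. These genes were chosen for their change, so the counts show no stability. Of 148 such values for gene lists, 21 moved by more than the spread between replicates. With MCHM, the ranges were 1.60 to 2.12, 1.28 to 1.96 and 0.64 to 1.46 for sulfur genes in grande and petite yeast in YPD and in grande yeast in YM, 0.79 to 0.88 for amino acid genes in petite yeast in YPD, -0.076 to 0.24 and -0.084 to 0.30 for nucleotide genes in grande and petite yeast in YPD, -0.033 to 0.065 for iron genes in grande yeast in YM, -0.38 to -0.050 and -0.69 to -0.081 for zinc genes in grande yeast in YPD and YM, and -0.50 to -0.17 for ribosomal protein genes in grande yeast in YPD. Between the strains they were -0.78 to -0.15 for zinc and -1.08 to -0.90 for ribosomal protein genes in untreated yeast in YM, 0.049 to 0.41 for zinc genes in YPD with MCHM and 0.11 to 0.75 for iron genes in YM with MCHM. Of 412 such values for single genes, 7 moved.

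On simulated data with these library sizes, 6 of 100 genes changed 2-fold were recovered among 5806 genes, so a gene that did not pass is not shown to be unchanged.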

Differences from the paper's values

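The alternatives below were set before the data were examined, except where another is named, and no test of a cause was chosen. A gap between counts was called closed when they lay within 1.5 times of each other, so closed does not mean equal. For a log2 fold change it was called closed within the spread between replicates. Counts marked as the paper's come from its text or from its supplement, and the others are numbers of differentially expressed genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between untreated petite and grande yeast in YPD, the paper gives 6 genes higher and 1 lower, and here 0 were higher and 0 lower, with 84 genes at an unadjusted p under 0.05 and 2-fold. DESeq2's Wald test gave 5 higher, which closed the gap, and 2 lower, 1 of them DPI8, and the other alternatives gave 0 lower. In YM the paper gives 131 higher and 117 lower, against 326 and 298 here. Library size alone gave 174 lower, and none closed the gap for the genes higher.

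With MCHM in grande yeast in YM, the paper's supplement lists 102 genes higher and 88 lower, against 156 and 141 here. For the higher genes, library size alone (127) and no filter on low counts (137) closed the gap, and for the lower genes DESeq2's size factors (131) and library size alone (128). In petite yeast in YPD it lists 135 higher and 86 lower, against 239 and 307. Library size alone (192) and only the groups compared (137) closed the gap for the first, and only the groups compared (103) for the second. In petite yeast in YM it lists 23 higher and 36 lower, against 15 and 17. For the higher genes, size factors (17), library size alone (19), no filter (21), at least 10 counts in every library (20) and the culture as a replicate block (25) closed the gap. For the lower genes, library size alone (24), the culture as a replicate block (29) and DESeq2's Wald test (49) did, as did the number series as a replicate block (50), which was chosen after the values were seen. Between the strains in YM with MCHM it lists 63 lower, against 119, and no filter (93) closed the gap. In YPD with MCHM it lists 45 higher and 42 lower, against 20 and 69. Only the groups compared (67) and DESeq2's Wald test (66) closed the first gap, and size factors (55), no filter (54) and only the groups compared (31) the second. Leaving out 1 library counts only the genes found with all libraries that kept their direction and 2-fold. By that count the gap closed for the genes higher with MCHM in grande yeast in YM (127, 142, 143 and 152 with each library left out) and for the lower ones without 1 treated (131) or 1 untreated library (118). It also closed for the genes lower between strains in YM with MCHM without 1 grande (79) or 1 petite library (89), and in YPD with MCHM without 1 grande library (61). The other alternatives set beforehand did not close these gaps.

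Of 38 log2 fold changes in the supplement that were compared, 38 had the same sign here and 4 differed by more than the spread between replicates. FIT2 between untreated strains in YM is 3.96 in the paper and was 2.62 here, or 3.09 without 1 of the petite libraries, which closed the gap. COT1 with MCHM in grande yeast in YM is 1.43 in the paper and was 0.69 here, and none of the alternatives closed the gap. IZH2 with MCHM in petite yeast in YM is -1.86 in the paper and was -2.22 here. Library size alone (-2.15), no filter (-2.15), only the groups compared (-2.14) and leaving out 1 untreated (-2.005) or 1 treated library (-2.11) closed the gap. GDH3 between strains in YM with MCHM is 2.30 in the paper and was 1.58 here, and library size alone (1.94) closed the gap. The other alternatives did not.

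The paper reports genes of nucleotide metabolism as higher with MCHM in petite yeast in YM, where the median of the hand-written list was -0.14. It reports sulfur genes as higher in both strains. Their medians were 1.92 and 1.57 in grande and petite yeast in YPD and 1.00 in grande yeast in YM, but -0.24 in petite yeast in YM.

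Some genes that the supplement lists did not pass the threshold here. DESeq2's Wald test alone passed FIT1 between untreated strains in YPD. It passed DPI8 there as well, which the paper's Fig. 3 labels, and DAN1 passed with it and with the number series as a replicate block. ARN2 between strains in YPD with MCHM and SIT1 in YM with MCHM passed with DESeq2 and with the series block, and ARN1 in YPD with MCHM passed with these and with only the groups compared. With MCHM, ENB1, FTR1, IZH1 and CWP1 in grande yeast in YPD, GGC1 in grande yeast in YM and IZH1 in petite yeast in YM passed with DESeq2, with the culture block and with the series block, and CWP1 in grande yeast in YM and in petite yeast in YPD passed with these and with only the groups compared. FIT2 in petite yeast in YPD, with a log2 fold change of 1.71 there, passed with the culture block alone. ZRT2 with MCHM, which the paper's text calls lower, passed in grande yeast in YPD with library size alone and with DESeq2, and in grande yeast in YM with DESeq2 and with the series block. ZRT1 in grande yeast in YM passed without a filter, with at least 10 counts in every library, with DESeq2 and with the series block. SIT1 in YPD with MCHM, FTR1 in YM with MCHM and FTR1 with MCHM in petite yeast in YM passed with the series block alone. The series block was chosen after the values were seen. ARN2, FIT2, SIT1 and TIR4 between untreated strains in YPD and ZRT1 with MCHM in grande yeast in YPD passed under none of these settings. COT1 in grande yeast in YM had an adjusted p under 0.05 with the series block alone (0.026, within a range of 0.026 to 0.26 over 8 alternatives), at 0.68 and thus below 2-fold. All of these settings adjust over all tested genes. The list of 70 genes that the paper names includes its own calls on these data, so passing within it is no independent support. Adjusted over that list, FIT1, FIT2, TIR4 and DPI8 (0.042 each) and DAN1 (0.012) between untreated strains in YPD passed. So did all others named in this paragraph except ARN2 and SIT1 between untreated strains in YPD, SIT1 in YPD and in YM with MCHM, FIT2 with MCHM in petite yeast in YPD, both cases of FTR1 in YM, ZRT1 with MCHM in grande yeast in YPD and COT1, whose change is below 2-fold.

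Of the supplement's genes that were tested here, those that passed in the same direction were 57 of 108, 149 of 195, 106 of 165 and 17 of 46 with MCHM in grande and petite yeast in YPD and in grande and petite yeast in YM. Between the strains they were 0 of 6 in YPD, where all 6 had the supplement's direction, 176 of 217 in YM and 31 of 76 in YPD with MCHM, and 65 genes passed in YM with MCHM.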

Other observations

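All tests in this part were chosen after the result was seen. Replicates differed by number series. With the series in the fit, 266 genes passed the threshold between the lower and the higher series, 116 higher and 150 lower in the higher one, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The deviations of replicates had a positive correlation across genes in 28 of 28 pairs of groups, from 0.03 to 0.74. The labels give no date. The column names end in an S number, read as a position on a sample sheet, that repeats between the series but not within one. The series may therefore have been sequenced from separate sheets, and their cultures differ too. A sequencing batch and a culture day are thus both possible explanations, and these 266 genes cannot tell one from the other. No biological explanation was tested.

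ZRT1 differed between the replicates of untreated grande yeast in YM, at 86.5 and 1784 CPM. The total counts of the library with the higher value were 1.23 times those of the other, so its depth was not lower. In the other 7 groups ZRT1 was higher in the same series, but over 2-fold in 1 of them, untreated grande yeast in YPD (log2 difference 2.21), so a sequencing batch cannot be told apart from a difference between cultures. The other 17 genes of the zinc list had a median log2 difference of 0.50 between the same 2 libraries, above 99.97% of 10000 random lists matched on expression. ZAP1 was at 1.34 and ZRG8 at -0.64, the ends of the list. Between them, ZRT2 and ZRT3 were at 0.69 and 0.62. ZRC1, ZPS1 and MNT2 were only at 0.23, 0.22 and 0.13, and VEL1 was at -0.20. A candidate explanation is a lower zinc supply in the culture of that library, which the counts alone do not measure. The listed genes did not rise evenly, so this explanation stays open.

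The authors' deposited table, with log2 values mostly smaller than those here, gives other numbers of genes at the same threshold than the paper's supplement. With MCHM they are 252 and 637 in grande and petite yeast in YPD and 409 and 76 in YM, of which 122, 488, 275 and 29 passed here. Between the strains they are 5 in YPD, 704 in YM, 164 in YPD with MCHM and 351 in YM with MCHM, of which 0, 575, 88 and 209 passed here, with 84 genes at an unadjusted p under 0.05 and 2-fold in the first.

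Between petite and grande yeast in YM with MCHM, FIT2 and FIT3 had log2 fold changes of 3.22 and 4.20. Ribosomal protein genes were lower in petite yeast, with medians of -1.24 in YPD with MCHM and -0.92 in YM with MCHM.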
